# Identification and analysis of diagnostic senescence-related gene signatures for acute myocardial infarction based on multi-omics data and machine learning

**DOI:** 10.3389/fimmu.2026.1775092

**Published:** 2026-06-05

**Authors:** Hanmo Zhang, Hongyu Huang, Zhuo Jiang, Shuangqi Qian, Xiandu Jin, Zeyan Peng, Fan Huang, Peipei Li, Liping Wei, Zhi Qi, Xin Qi

**Keywords:** acute myocardial infarction, cellular senescence, diagnostic biomarkers, machine learning, multi-omics, neutrophils

## Abstract

**Background:**

Acute myocardial infarction (AMI) incidence increases with population aging, alongside heightened cellular senescence; however, clinically useful senescence-related genes (SRGs) for AMI remain poorly defined. This study aimed to identify AMI-associated SRGs and develop multi-dimensional models for diagnostic evaluation and patient stratification.

**Methods:**

Transcriptomic datasets comprising 106 AMI patients and 76 controls were integrated for differential expression and weighted gene co-expression network analyses. An external independent validation cohort including 37 AMI cases and 15 controls was used for further evaluation. Four machine learning algorithms were applied to identify diagnostic SRGs. The selected genes were validated across bulk RNA-seq, single-cell RNA-seq, proteomic data, and mouse myocardial infarction models. Based on these genes, we constructed three SRG-based models: a diagnostic classifier, a patient stratification system, and a senescence scoring system.

**Results:**

Thirteen AMI-associated SRGs were identified, among which four genes, FOS, SOD2, MXD1, and GRN, showed consistent diagnostic relevance across datasets. The four-gene diagnostic model achieved an AUC of 0.808 and showed favorable clinical net benefit. Patient stratification identified a low-senescence group enriched in anti-inflammatory cells and a high-senescence group characterized by pro-inflammatory neutrophil infiltration. The senescence score showed a moderate positive correlation with neutrophil infiltration.

**Conclusion:**

This study identifies FOS, SOD2, MXD1, and GRN as candidate AMI-associated senescence-related biomarkers and establishes preliminary SRG-based models for AMI diagnosis and stratification. These findings suggest that neutrophil-enriched inflammatory responses are associated with senescence-related transcriptional features in AMI and provide a framework for future studies on senescence-related pathways in personalized AMI management.

## Introduction

Acute Myocardial Infarction (AMI) is a serious cardiovascular condition with high rates of morbidity, disability, and mortality, significantly impacting global public health, especially with the growing aging population (1, 2). AMI generally results from the sudden blockage of coronary arteries, causing myocardial ischemia and necrosis. Although emergent reperfusion therapies like percutaneous coronary intervention and thrombolytic therapy have advanced considerably, the prognosis for AMI patients remains suboptimal (3). Many patients continue to face risks of complications like heart failure and arrhythmias after the acute phase, highlighting the urgent need to develop novel diagnostic biomarkers for improving clinical outcomes (4).

Cellular senescence, an irreversible state of cell cycle arrest, is linked to numerous age-related diseases (5). Senescent cells accumulate in damaged tissues and secrete proinflammatory factors, resulting in chronic inflammation and impaired tissue function (6). Recent research indicates that various stressors, such as oxidative stress, DNA damage, and inflammation, can induce cellular senescence, which are frequently observed in ischemic myocardium (7). Senescent cells express specific markers and secrete a range of factors (including cytokines, chemokines, and matrix metalloproteinases), which regulate the local tissue microenvironment and influence the behavior of neighboring cells. This process may exacerbate myocardial injury and hinder the repair process.

Recent studies suggest that cellular senescence plays a role in the development and progression of AMI (8). Studies have found that in AMI, oxidative stress and DNA damage in myocardial cells increase significantly, leading to a marked upregulation in the expression of cellular senescence markers (e.g., p16INK4a) (7). These senescent cells accumulate in the damaged myocardium and secrete proinflammatory factors, further intensifying the inflammatory response and tissue damage. Other studies have also indicated that oxidative stress and DNA damage caused by ischemia-reperfusion injury are key factors inducing cellular senescence in AMI (9). Current research mainly describes the phenotype of cellular senescence, with limited systematic studies on the specific role of senescent cells in AMI (10). In particular, the identification and validation of senescence-related genes (SRGs) with diagnostic value in AMI, as well as the clinical application value of these genes in AMI, remain unclear. Importantly, cellular senescence as a biological process should be distinguished from senescence-related gene expression as a transcriptomic readout. Cells expressing senescence-associated genes are not necessarily bona fide senescent cells, and senescence-related transcriptional signatures should therefore be interpreted as biomarker-oriented molecular features associated with senescence-related biology rather than direct proof of senescence status. In this study, we focused on identifying AMI-associated senescence-related transcriptional signatures with potential diagnostic relevance, rather than directly defining senescent cells at the tissue or single-cell level.

This study investigated senescence-related transcriptional features in AMI, identified senescence-related genes, and evaluated their potential diagnostic relevance. In addition, we constructed a novel diagnostic model, a patient stratification system, and a senescence-related scoring system for AMI. We investigated the crucial roles of immune cells in senescence to offer new insights into the immunoregulatory mechanisms of AMI.

## Methods

### Data acquisition and preprocessing

Transcriptome datasets associated with AMI were obtained from the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/), including GSE34198 (49 AMI cases, 48 controls), GSE48060 (31 AMI cases, 21 controls), GSE60993 (26 AMI cases, 7 controls), and GSE29111 (37 AMI cases, 15 controls). Subsequent missing value handling and normalization were performed: in the expression matrix, rows (genes) and columns (samples) with a missing value (NA) proportion exceeding 50% were removed. The impute.knn function from the R package “impute” (11) was employed to fill in missing values using k-nearest neighbors, followed by log2(x + 1) normalization of the data. The datasets GSE34198, GSE48060, and GSE60993 were combined, and batch effects were removed using the removeBatchEffect function from the R package ‘limma’ (version 3.42.2) (12), producing a unified expression profile for the training set.

Protein expression profiles for 48 AMI cases and 50 controls were obtained from the iProx database (https://www.iprox.cn/page/home.html) under accession PXD062794 (13), followed by missing value imputation and normalization.

The senescence gene set (**Supplementary Table 1**, n = 307) used in this study was downloaded from the CellAge database (https://genomics.senescence.info/cells/).

### Differential expression gene analysis

Differential expression gene (DEG) analysis was performed using the “limma” package. Differentially expressed genes were identified using a threshold of |fold change (FC)| ≥ 1.2 and *P* < 0.05. Notably, the selection of |FC| ≥ 1.2 was based on comprehensive consideration of transcriptomic analytical practices, statistical principles, and the biological characteristics of peripheral blood samples in acute myocardial infarction. There is no universal fixed standard for FC threshold selection in transcriptomic studies, which is often determined by research context and objectives. FC reflects the magnitude of expression difference (effect size), while p-value evaluates statistical significance; the combined use of FC and statistical significance helps balance biological effect and statistical reliability. A moderate FC threshold (|FC| ≥ 1.2) facilitates the retention of biologically meaningful genes with moderate expression changes, which is particularly suitable for the “low-amplitude, polygenic synergistic regulation” expression pattern commonly observed in peripheral blood transcriptome studies. To further reduce potential noise and ensure result robustness, the differentially expressed genes were subsequently subjected to multi-step screening including weighted gene co-expression network analysis (WGCNA) and four machine learning algorithms. Volcano plots and expression heatmaps were generated using the R packages “ggplot2” (14) and “heatmap” to visualize the identified differential genes.

### Functional pathway enrichment analysis

Enrichment analyses for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were performed using the enrichGO and enrichKEGG functions from the “clusterProfiler” package (15). Gene set sizes were constrained between 5 and 5000. Statistical significance was defined as a p-value less than 0.05 and a false discovery rate (FDR) below 0.1. The results were visualized as bubble plots using the “ggplot2” package.

### Weighted gene co-expression network analysis

The gene co-expression network was constructed, and modules associated with AMI were screened using the R package “WGCNA” (16) was used to construct a gene co-expression network and screen modules associated with AMI. The specific steps were as follows: first, genes with a small median absolute deviation (approximately 50%) were excluded. The pickSoftThreshold function was used to select the soft threshold (β = 16), with the selection criterion of a fitting index > 0.8 (at β = 16, the scale-free topology fit index reached R² = 0.86, and the mean connectivity was 0.11; **Supplementary Figures 1A, B**). The adjacency matrix was derived using the adjacency function and subsequently transformed into a topological overlap matrix (TOM) through the TOMsimilarity function. Gene modules were identified through unsupervised clustering, employing the function ‘hclust’ for hierarchical clustering. The clustering tree branches were segmented into distinct modules using the cutreeDynamic function (**Supplementary Figure 1C**). The mergeCloseModules function was applied to combine modules with highly correlated eigengenes, resulting in four gene modules. To elucidate the biological relevance of the modules, a correlation analysis was conducted between the eigengenes of the four modules and the AMI phenotype, followed by the creation of a module-phenotype association heatmap using the labeledHeatmap function. Gene modules significantly linked to AMI were chosen for further analysis, with module membership and gene significance scores assessed to determine their importance. We selected modules that exhibited significant positive correlations with AMI, as positive associations are more closely relevant to the pathological and diagnostic mechanisms of AMI. Although the correlation coefficients were moderate (r = 0.24 and r = 0.23), both modules showed highly significant statistical significance (*P* < 0.001), supporting their reliability in this peripheral blood transcriptomic study, where sample heterogeneity commonly limits phenotypic correlation coefficients from reaching high levels. Of note, WGCNA was conducted using differentially expressed genes rather than the whole transcriptome. This design reduces noise from low-variation background genes, strengthens disease-relevant signals, and improves the stability of module detection related to AMI.

### Identification of diagnostic SRGs using machine learning

A univariate logistic regression analysis (using *P* < 0.10 as the inclusion criterion) assessed the crude association between each SRG and AMI, with a forest plot illustrating the effect sizes. Four algorithms were independently executed: eXtreme Gradient Boosting (XGBoost) with a learning rate of 0.05 and max depth of 3 using the ‘xgboost’ package (17), Random Forest with 500 trees and 5 variables tried at each split using the ‘randomForest’ package (18), Lasso with 10-fold cross-validation using the ‘glmnet’ package (19), and Gradient Boosting Machine (GBM) with an interaction depth of 3 and shrinkage of 0.05 using the ‘gbm’ package (http://cran.rproject.org/web/packages/gbm/index.html). Variable importance scores were output, and candidate genes were selected according to the “maximum-gap cut-off” strategy based on the ranking of importance scores. The “maximum-gap cut-off” determines the threshold based on the adjacent jumps in the ranked importance scores, with no subjective presets, which can reduce overfitting and retain the most informative variables. Finally, the SRGs screened by each algorithm were intersected to obtain common genes, which were defined as diagnostic SRGs. To evaluate model stability and avoid overfitting, 10 fold cross validation was performed for each machine learning algorithm. The mean AUC, standard deviation (SD), and 95% confidence interval (CI) across all folds were calculated and reported. The mean AUCs of XGBoost, Random Forest, Lasso, and GBM were 0.810 (SD = 0.025), 0.796 (SD = 0.027), 0.775 (SD = 0.030), and 0.803 (SD = 0.028), respectively. All models showed small SD and narrow 95% CI, indicating good generalization ability and low overfitting risk.

### Construction and validation of the diagnostic model

A binary multivariate logistic model was fitted using glm (family = binomial) (20), and the unstandardized coefficient β of each SRG was extracted as the weight. The combined dataset (GSE34198, GSE48060, and GSE60993) was randomly divided into training set and test set according to a ratio of 7:3, and the diagnostic model construction and model validation was used respectively. Linear predictors were calculated, and the rmda:: decision_curve function evaluated the net benefit rate across a threshold range of 1%–99% using these predictors.

A nomogram was constructed using the “rms” package (v6.7.0) (21). In the nomogram, each gene is assigned a score, and the cumulative score of the SRGs predicts an individual’s AMI risk probability. A calibration curve was plotted to verify the consistency between predicted probabilities and observed results.

A risk score was constructed based on the regression coefficients (β_*i*_) of the above model. The risk was calculated using the formula: Risk = Σ β_*i*_ × Expr_*i*_, where Expr_*i*_ denotes the standardized expression level of the *i*-th SRG, and β_*i*_ is the associated regression coefficient. The risk score for each sample was calculated by summing the products of each gene’s expression level and its corresponding regression coefficient. This risk score represents a supervised modeling output derived from cross-sample expression patterns, primarily designed to quantify the discriminative capacity of the model for distinguishing AMI from control samples. As a linear combination of gene expression weighted by regression coefficients, it emphasizes predictive performance at the cohort level.

Decision Curve Analysis (DCA) was used to evaluate the risk score. With “All” (all patients diagnosed with AMI) and “None” (all patients diagnosed as normal) as the baselines, the net benefits of the prediction model under the two threshold probabilities were compared to assess the benefit of the risk score in clinical decision-making. The DCA was performed using the “rmda” package (v1.6) (22), and visualization was conducted in combination with the “ggplot2” package (v3.4.4). In parallel, a logistic regression model was constructed with a binary outcome (1 = AMI, 0 = Control) and the SRGs risk score as the predictor. The results demonstrated a statistical association between the risk score and AMI occurrence, indicating a predictive capability of the model. Importantly, the integration of DCA and logistic regression provides complementary evidence from both statistical and clinical perspectives. While logistic regression quantifies the strength and significance of the association between the risk score and disease occurrence, DCA evaluates the net clinical benefit under practical decision-making scenarios. Together, these analyses comprehensively demonstrate that the SRGs-based model is not only statistically reliable but also clinically valuable, thereby overcoming the limitations of relying on a single analytical approach.

Using the SRG diagnostic model, the ‘pROC’ package was employed to generate the Receiver Operating Characteristic (ROC) curve and compute the Area Under the Curve (AUC) (23), considering AMI as the true positive. For the logistic regression diagnostic model, the input variable for ROC analysis was the calculated risk score derived from the model, combined with the corresponding clinical labels (AMI vs. normal). The AUC was calculated based on the combined dataset (GSE34198, GSE48060, and GSE60993).

To further ensure model robustness and minimize the risk of overfitting and data leakage, a 10-fold cross-validation strategy was implemented within the training set. In this process, the training data were partitioned into ten subsets, where in each iteration, 90% of the data were used as the training fold and the remaining 10% as the validation fold. The model was independently trained within each training fold and evaluated on the corresponding validation fold, and the AUC values were averaged across all folds to estimate the stability and generalizability of the model.

### Animal experiments

Eight-week-old male C57BL/6 mice and 18-month-old male C57BL/6 mice were sourced from Henan Skobes Biotechnology Co., Ltd. All procedures received approval from Nankai University’s Institutional Animal Care and Use Committee (IACUC; approval number 2025-SYDWLL-000757). Following a one-week acclimatization to reduce environmental stress, mice were randomly allocated to experimental groups.

For the 8-week-old cohort, infarct-zone cardiac tissues were collected 24 h after LAD ligation for exploratory RNA-seq analysis.

To further evaluate the age-related relevance of the identified genes, an additional 18-month-old cohort underwent the same MI/sham procedure. In this aged cohort, peripheral blood leukocytes and infarct-zone cardiac tissues were collected 24 h after LAD ligation for qPCR and western blot validation.

The myocardial infarction (MI) model was established by ligating the left anterior descending (LAD) coronary artery, a commonly used technique for inducing MI in mice. The mice were randomly assigned to either the Sham group or the MI group. Both groups were anesthetized using isoflurane and positioned supine. After removing the chest hair, the surgical area was disinfected with 75% ethanol. A left thoracotomy was conducted between the 3rd and 4th intercostal spaces to access the heart. The LAD was ligated using a 6–0 silk suture approximately 2–3 mm below the left atrial appendage. Following ligation, the chest was immediately closed, and any remaining air was removed to avoid pneumothorax. The surgical incision was sutured, and sham-operated mice underwent the same procedure without LAD ligation.

Successful induction of MI was verified 24 hours post-surgery via transthoracic echocardiography using a high-resolution small-animal ultrasound system. Heart samples and plasma were collected and stored in liquid nitrogen until further analysis.

### RNA sequencing and analysis

RNA sequencing (RNA-seq) was performed by Majorbio (Shanghai, China). Poly(A)-enriched mRNA was reverse-transcribed and used to construct strand-specific cDNA libraries, which were sequenced on an Illumina NovaSeq 6000 platform. Clean reads were aligned to the Mus musculus reference genome (GRCm38/mm10, NCBI) using HISAT2. Gene expression levels were quantified as fragments per kilobase of transcript per million mapped reads (FPKM) for downstream visualization and expression comparison.

For differential expression analysis, raw read count data were used as input for DESeq2 (24). Infarct-zone cardiac tissues collected 24 h after LAD ligation from sham mice (n = 3) and MI mice (n = 3) were analyzed. Differentially expressed genes were identified using the criteria of |FC| ≥ 1.5 and *P* < 0.05. Volcano plots were generated using ggplot2 and ggrepel (25).

Given the limited sample size, this RNA-seq analysis was intended primarily as exploratory and supportive *in vivo* evidence for the expression trends of the identified genes.

### Real-time quantitative PCR

Peripheral blood was collected from sham and MI mice anesthetized with isoflurane. After red blood cell lysis using RBC lysis buffer (Solarbio, 4 °C, 15 min), the remaining peripheral blood leukocytes were harvested by centrifugation. Total RNA was extracted using TRIzol (Solarbio), and 1 μg of RNA was reverse-transcribed into cDNA. Gene expression was measured using PerfectStart Green qPCR SuperMix (2×, Transgen). 

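The primer pairs used in mouse for Fos, Sod2, Mxd1 and Grn and for the reference gene β-Actin (Actb) were placed on the transcripts of GENCODE release 21 of the mouse annotation (GRCm38). Each of the 10 primers matched its gene with 0 mismatches, within the coding sequence. The Grn product lies on the plus strand of chromosome 11 between positions 102434787 and 102435123. It joins exons 8 and 9 of 13, and the 105 bases of spliced product are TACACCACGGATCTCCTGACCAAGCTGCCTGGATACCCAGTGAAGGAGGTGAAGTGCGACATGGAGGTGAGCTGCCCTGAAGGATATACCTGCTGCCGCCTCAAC. The intron of 232 bases between the primers makes a product from genomic DNA or unspliced RNA longer. The Mxd1 product lies on the minus strand of chromosome 6 between positions 86668539 and 86668954 and joins exons 1 and 2 of 6. Its 115 bases are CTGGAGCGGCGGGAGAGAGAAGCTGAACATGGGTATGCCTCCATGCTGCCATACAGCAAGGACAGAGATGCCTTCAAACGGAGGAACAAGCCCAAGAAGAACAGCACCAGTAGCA, and the intron it spans has 301 bases. The Fos product lies on the plus strand of chromosome 12 from 85476052 to 85476175, wholly within exon 4, the last exon, and its 124 bases are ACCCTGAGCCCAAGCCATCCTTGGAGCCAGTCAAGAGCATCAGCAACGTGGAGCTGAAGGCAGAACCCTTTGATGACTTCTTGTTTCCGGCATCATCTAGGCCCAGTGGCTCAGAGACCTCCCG. The Sod2 product lies on the plus strand of chromosome 17 from 13008243 to 13008361, wholly within exon 2 of 5, and its 119 bases are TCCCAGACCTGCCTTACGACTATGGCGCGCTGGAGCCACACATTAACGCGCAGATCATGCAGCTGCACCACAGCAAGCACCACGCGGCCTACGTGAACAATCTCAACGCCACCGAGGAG. As neither the Fos nor the Sod2 product contains an intron, spliced RNA and genomic DNA give products of the same length for these genes. The β-Actin product lies on the minus strand of chromosome 5 between positions 142904700 and 142905263. It joins exons 3 and 4 of 6, has 110 bases when spliced and spans an intron of 454 bases.
All annotated mouse transcripts were then searched for products of up to 1000 bases with at most 2 mismatches in each primer. The pairs for Fos, Sod2, Mxd1 and Grn matched 0 other genes. The β-Actin pair matched 5 other genes, none of them without a mismatch in both primers. Gm15725, a pseudogene, and the protein-coding gene Lrrc58 gave a product of 107 bases with 1 mismatch in the forward and 0 in the reverse primer. The pseudogenes Gm4750 and Gm8464 gave a product of 110 bases with 0 mismatches in the forward and 2 in the reverse primer. The pseudogene Gm14375 gave a product of 109 bases with 2 mismatches in each primer.

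**Figure D1:**
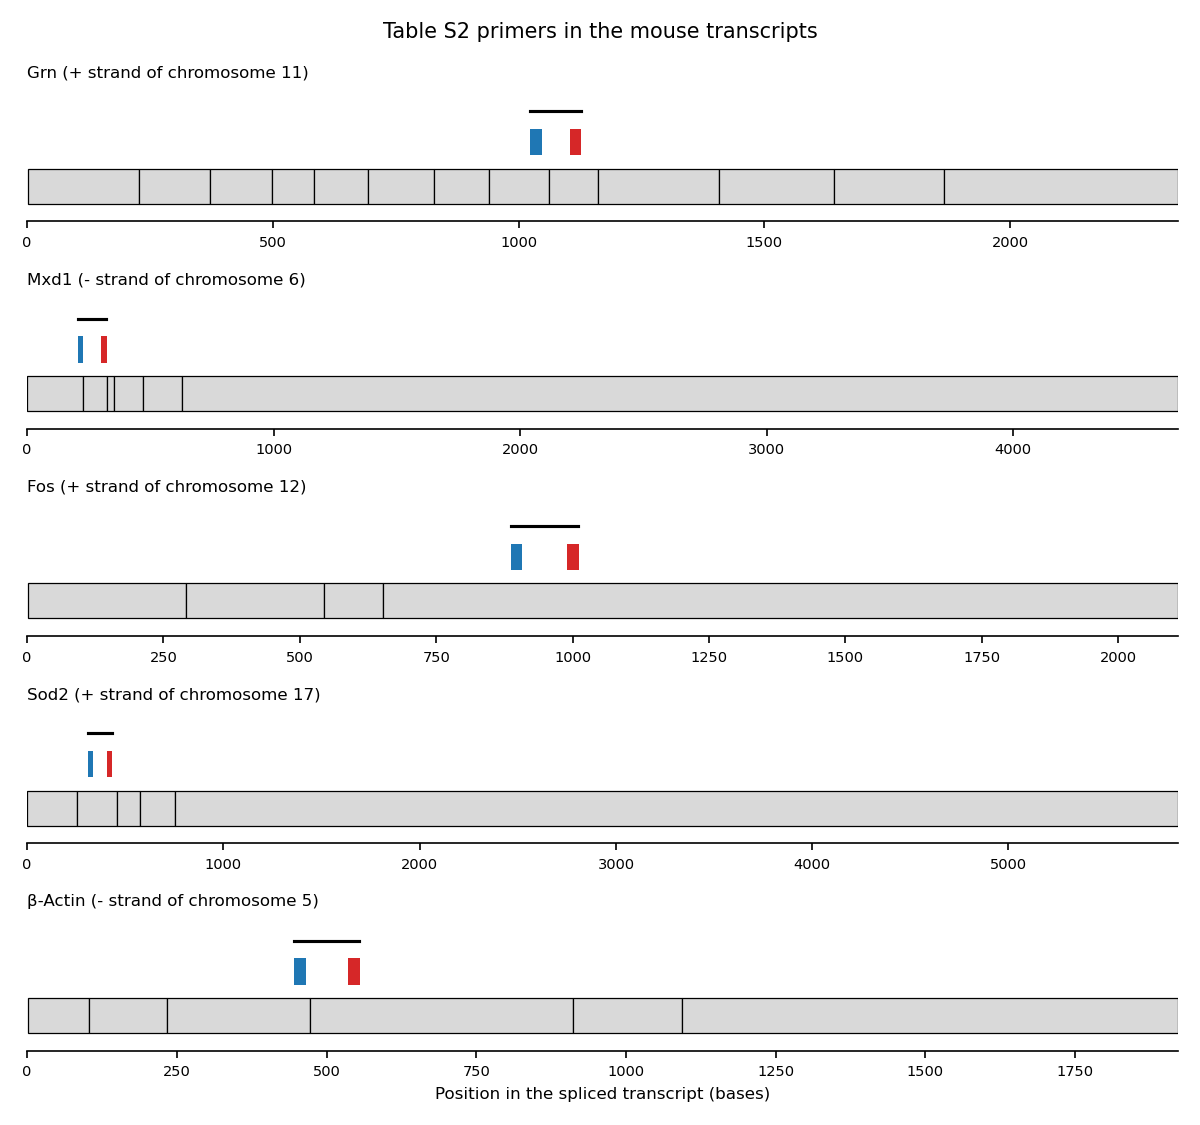
Places of the primers in the spliced mouse transcripts. The horizontal axis of each panel is the position in the transcript in bases, grey boxes are the exons in order, blue and red boxes are the forward and reverse primers, and the black line is the product. The products of Grn, Mxd1 and β-Actin cross an exon boundary, and those of Fos and Sod2 lie within 1 exon.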

The primer sequences are listed in **Supplementary Table 2**.

### Western blot analysis

For protein analysis, hearts were excised 24 h after LAD ligation, and infarct-zone tissues from the anterior wall were carefully dissected on ice. Tissues were snap-frozen and lysed in RIPA buffer supplemented with Complete™, PhosSTOP™, and 1 mM PMSF. Equal amounts of protein (20 μg) were separated by 10% SDS-PAGE, transferred onto a 0.22 μm PVDF membrane, and blocked with 5% skim milk in TBST. Membranes were incubated with primary antibodies overnight at 4 °C, followed by HRP-conjugated secondary antibodies (1:5,000) for 1 h at room temperature. Signals were detected using ECL (Thermo Fisher) on a Tanon 5200 system. Band intensities were quantified using NIH ImageJ and normalized to GAPDH. A total of six independent biological samples per group (Sham n = 6, MI n = 6) were included for western blot validation. The antibodies used are listed in **Supplementary Table 3**.

### Immune cell infiltration analysis

The ImmuCellAI algorithm (26) (https://guolab.wchscu.cn/ImmuCellAI/) was employed to analyze expression profiles and quantify immune cell infiltration abundance.

### Consensus clustering analysis

Consensus clustering analysis was performed using ConsensusClusterPlus (27). Agglomerative pam clustering utilized the 1-Spearman correlation coefficient as the distance metric, conducting 10 repeated samplings on 80% of the samples. The optimal number of clusters was determined based on empirical cumulative distribution function (CDF) plots. Based on the expression profiles of senescence-related genes (SRGs), AMI patients were stratified into distinct molecular subtypes.

Subsequent analyses were conducted at the whole-transcriptome level. Immune infiltration was estimated using the ImmuCellAI algorithm based on predefined immune cell marker genes, and functional enrichment analyses were performed using genome-wide differentially expressed genes between clusters. This analytical framework enables the characterization of subtype-specific biological features beyond the initial clustering features.

### Construction of AMI senescence-related scores

AMI senescence-related scores (ASS) were constructed based on the pre-defined diagnostic SRGs. The gsva() function from the R package “GSVA” (method = “ssgsea”) (28) was used to quantifies the coordinated activation based on the relative expression ranks within each sample. The obtained scores were normalized by z-score to facilitate inter-sample comparison and visualization.

For the ASS-based senescence scoring model, the input consisted of the ASS calculated via ssGSEA and the corresponding clinical labels (AMI vs. normal). The AUC analysis was performed on the combined dataset (GSE34198, GSE48060, and GSE60993). Additionally, a 10-fold cross-validation was performed to evaluate the stability and generalizability of the AUC model. In this process, the training data were partitioned into ten subsets, with 90% of the data used as the training fold and the remaining 10% as the validation fold in each iteration. The model was independently trained within each training fold and evaluated on the corresponding validation fold, with the AUC values averaged across all folds to assess the robustness and generalizability of the model.

ASS represents an unsupervised pathway-level metric that reflects the intrinsic activity of cellular senescence programs, independent of phenotype labels, thereby providing a mechanistically interpretable measure of senescence status.

### Acquisition and analysis of single-cell RNA-seq data

The single-cell transcriptome dataset of AMI (GSE163129, n=5, cell=40,314) was used. Referring to the analysis workflow from the original study (https://github.com/Junglab-CMC/Macrophage-heterogeneity-after-MI), the Seurat tool (29) was employed to process, cluster, and annotate cells, resulting in their classification into nine primary cell types. UMAP was employed to reduce the dimensionality of single-cell gene expression data, enabling visualization of cell distribution and ASS scores in two dimensions.

The single-cell ASS was calculated using the gsva() function from the GSVA R package (version 1.34.0) with parameters: method = “ssgsea”, kcdf = “Gaussian”. This algorithm treats each individual cell as an independent sample and quantifies the enrichment level of the four-gene diagnostic signature via the running-sum algorithm, which integrates gene rank order and coordinated expression patterns. The obtained single-cell ASS values were normalized by z-score to facilitate inter-cell comparison and visualization.

Dot plots were used to show the expression differences of diagnostic SRGs (GRN, MXD1, FOS, SOD2) and ASS scores among different celltypes. The dot size indicates the percentage of cells that express the gene, while the color shows the gene’s average expression level.

### Statistical analysis

Statistical analyses were conducted using R software (v4.2.2). Based on the distribution characteristics of RNA-seq data and the prevalent analytical paradigms in the field of bioinformatics, we employed the Wilcoxon test for the analysis of different groups, followed by multiple testing correction. Spearman’s correlation test was used to calculate the correlation between different variables. Odds ratio (OR) and their 95% confidence intervals were reported. A p-value below 0.05 was deemed statistically significant. *P*-values were categorized as: not significant (ns), *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## Results

### Identification of senescence-related genes in AMI

After integrating human AMI transcriptome cohorts (GSE34198, GSE48060, GSE60993) and correcting for batch effects, a total of 313 differential genes were identified by comparing AMI and normal samples (|FC| ≥ 1.2, *P* < 0.05; **Figure 1A**). GO and KEGG analyses indicated that the differentially expressed genes (DEGs) were predominantly associated with pathways related to senescence and inflammation, such as cell cycle arrest, inflammatory response, and TNF signaling pathway. This suggests a link between senescence, inflammation, and the development of AMI (**Figure 1B**). Gene co-expression network analysis was subsequently conducted using the DEGs. The network achieved a scale-free topology with a soft threshold power β of 16, indicated by R² exceeding 0.8 (**Figure 1C**), and 4 stable modules were identified (**Figure 1D**).The blue and teal modules exhibited the strongest correlation with AMI status, with correlation coefficients of 0.24 and 0.23, respectively (**Figures 1E, F**).By intersecting the DEGs, the hub genes of the two modules, and the senescence gene set from the CellAge database, 13 high-confidence senescence-related differential genes (SRGs) were identified (**Figure 1G**; **Supplementary Table 4**), and a heatmap showed the expression of these SRGs (**Figure 1H**).

**Figure 1:**
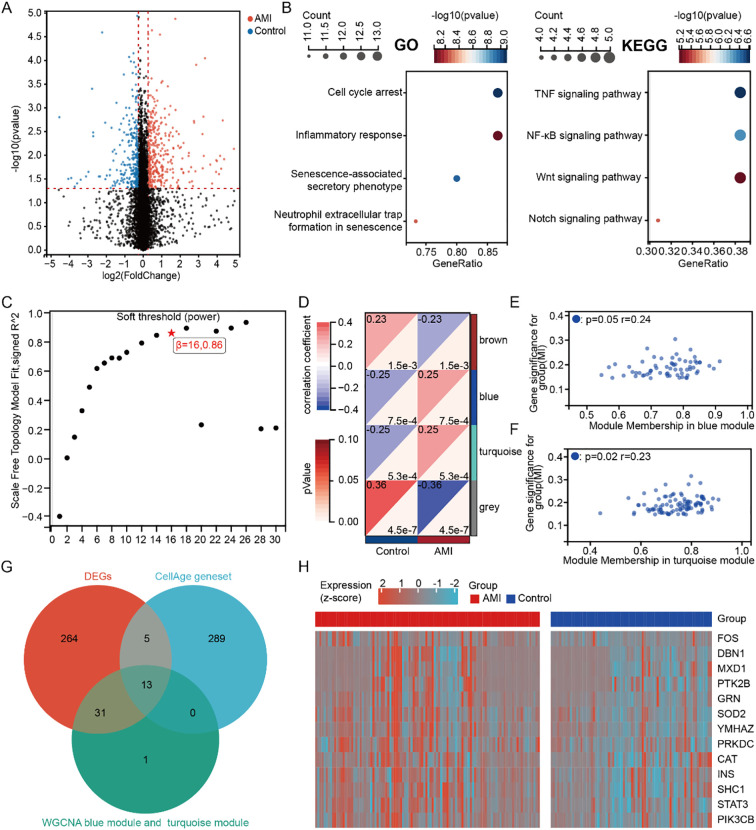
Identification of senescence-related genes in AMI. **(A)** Volcano plot of differentially expressed genes (DEGs). **(B)** Bubble plot of pathway enrichment for DEGs, showing GO and KEGG terms. Rows represent gene ratios and columns represent enriched pathways. **(C)** Soft-threshold screening for WGCNA. Left y-axis: scale-free topology fit R²; right y-axis: mean connectivity. β = 16 was chosen when R² > 0.8 and the curve reached a plateau. **(D)** Module–trait correlation heatmap. Rows: four color modules identified by WGCNA; columns: AMI vs. Control clinical trait. Numbers in cells are Spearman r values; color intensity reflects correlation strength. **(E, F)** Scatterplots of module membership vs. gene significance for **(E)** the blue module and **(F)** the turquoise module. **(G)** SchematicVenn diagram of triple overlap among DEGs, blue + turquoise module genes from WGCNA, and senescence genes from the CellAge database, yielding 13 AMI-associated senescence-related genes (SRGs). **(H)** Heatmap of SRGs expression. Z-score normalized expression of the 13 genes in AMI versus Control groups.

### Identification of diagnostic SRGs for AMI based on multiple machine learning methods

To evaluate the discriminative ability of individual SRGs for AMI, we first conducted univariate logistic regression and plotted a forest plot to visualize the effect sizes. The results showed that higher log-normalized SOD2 expression was significantly associated with increased odds of AMI (OR = 3.410), indicating a positive association between SOD2 expression and the AMI phenotype (**Figure 2A**). To further screen SRGs with universal roles, four algorithms—XGBoost, Random Forest, Lasso, and GBM—were used to identify feature genes with potential diagnostic value for AMI (**Figures 2B–E**). Among these, FOS, SOD2, MXD1, and GRN were the intersecting genes of the four feature gene sets (**Figure 2F**) and were designated as diagnostic SRGs. We developed a diagnostic model using a multivariate logistic approach to assess the clinical significance of SRGs, determining each gene’s weight and calculating the AMI risk score for each sample. A nomogram visually represented the significance of each gene within the AMI diagnostic model (**Figure 2G**). Based on the above integrative analysis, four feature genes (FOS, SOD2, MXD1, and GRN) were ultimately identified, and a diagnostic model was constructed based on this four-gene signature. To validate the performance of the diagnostic model, we conducted a decision curve analysis (DCA). It was found that within a wide range of diagnostic risk score thresholds, the risk score curve was significantly higher than the “All” (all patients diagnosed as AMI) and “None” (all patients diagnosed as normal) curves, indicating that the model had obvious clinical net benefits and showed acceptable discriminatory ability for AMI, with high practical value in clinical diagnostic decision-making (**Figure 2H**). Furthermore, the model’s ROC curve demonstrated an AUC of 0.808 (**Figure 2I**), and these results suggest that the four-gene model has acceptable discriminatory performance and potential utility as a composite diagnostic tool for AMI. We also performed independent validation of the diagnostic model using the external independent dataset GSE29111. The results yielded an AUC value of 0.749 and CI of 0.611-0.886 in the external validation cohort, demonstrating favorable diagnostic performance (**Supplementary Figure 2**).

**Figure 2:**
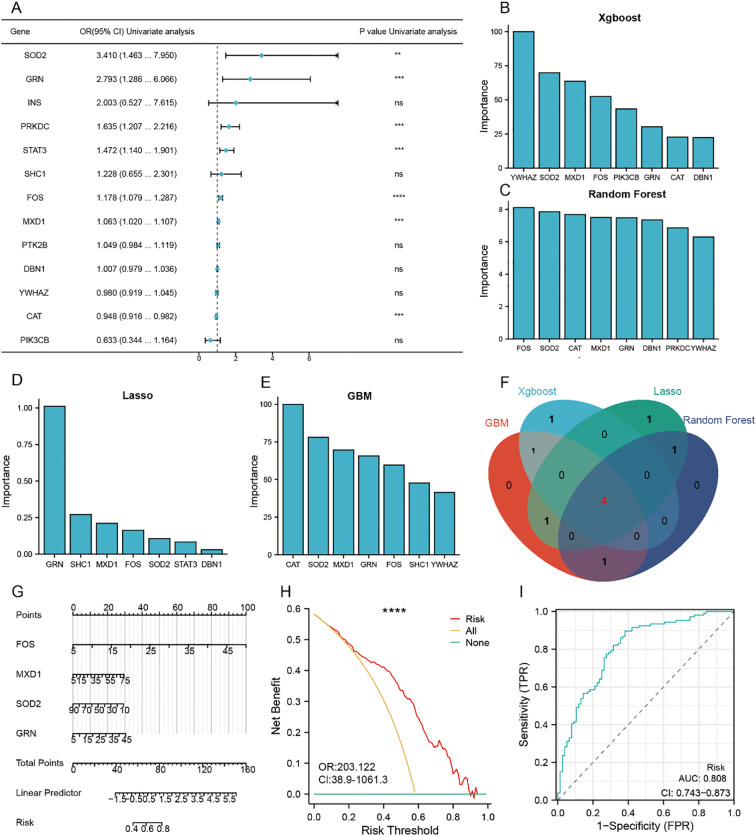
Identification of diagnostic SRGs for AMI based on multiple machine learning methods. **(A)** Forest plot of univariable logistic regression (Wald test) showing the strength of association between each SRG and outcome. **(B–E)** Bar plots of variable importance ranks generated by XGBoost **(B)**, Random Forest **(C)**, Lasso **(D)** and GBM **(E)**. **(F)** Venn diagram identifying the diagnostic SRGs (FOS, SOD2, MXD1, GRN) common to all four algorithms. **(G)** Nomograms constructed from 4 SRGs are used to show the contribution of genes in the model. **(H)** DCA depicting the net clinical benefit of the 4-SRGs-based model across risk thresholds from 1% to 99%, where the P-value, OR, and CI are derived from the logistic regression model constructed with the binary outcome (1=AMI, 0=Control). **(I)** ROC curves of 4-SRGs-based risk score in the combined dataset (GSE34198, GSE48060, and GSE60993), illustrating the discriminative performance of the model for distinguishing AMI from control samples. *P*-values were categorized as: not significant (ns), **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Multi-dataset and experimental validation of diagnostic SRGs for AMI

To further validate the diagnostic role of the diagnostic SRGs in AMI, we first confirmed that these 4 genes were consistently highly expressed in the AMI group in the training dataset (**Figure 3A**). We then used GSE29111 as a validation set and found that these genes were also highly expressed in the AMI group (**Figure 3C**). The ROC curves showed that all 4 genes exhibited good diagnostic performance and could effectively distinguish the AMI group from the control group (**Figure 3B**). Analysis of the AMI single-cell dataset GSE163129 revealed significantly elevated expression levels of these four genes in the AMI group (**Figure 3D**). These findings suggest that the identified SRGs may serve as candidate AMI-associated biomarkers with potential diagnostic relevance across multiple datasets.

**Figure 3:**
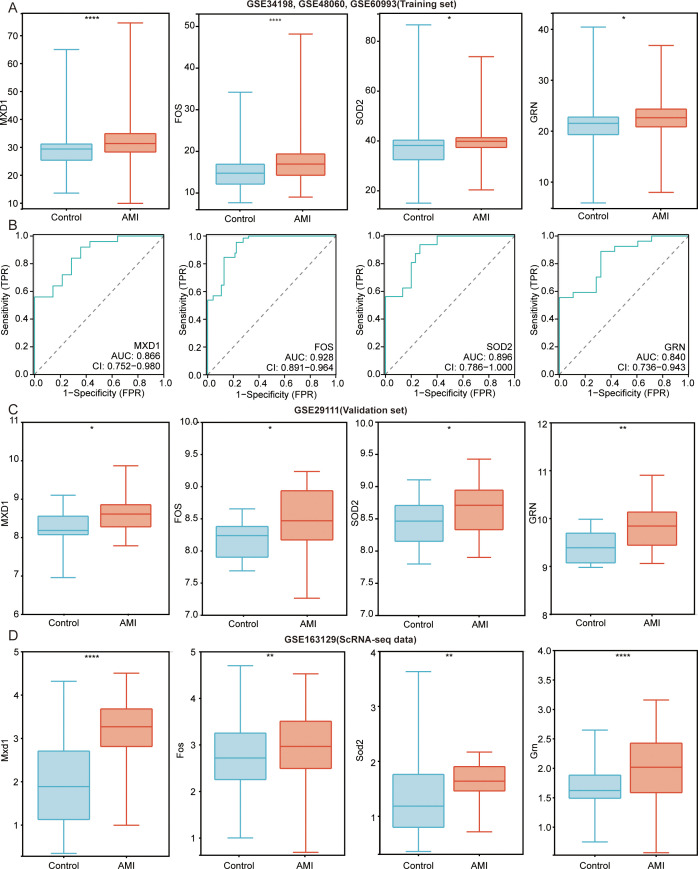
Validation of expression and diagnostic characteristics of 4 diagnostic SRGs in bulk and single-cell RNA-seq data. **(A)** Boxplots of diagnostic SRGs expression levels in AMI versus control groups (Wilcoxon test). **(B)** ROC curves of diagnostic SRGs illustrating their diagnostic efficacy, with data derived from GSE34198, GSE48060, and GSE60993 (Training Set). **(C)** Boxplots of diagnostic SRGs expression levels in the validation cohort GSE29111. **(D)** Boxplots of diagnostic SRGs expression levels in the single-cell validation dataset GSE163129. *P*-values were categorized as: *P < 0.05, **P < 0.01, ****P < 0.0001.

To further validate the role of the four diagnostic SRGs in AMI, we first performed RNA-seq using infarct-zone cardiac tissues collected 24 h after LAD ligation in 8-week-old sham and MI mice. Differential expression analysis showed that *Fos, Mxd1, Sod2*, and *Grn* were upregulated in the MI group (**Figure 4A**). The heatmap further showed that these four SRGs could distinguish MI samples from sham controls (**Figure 4B**). Given the limited sample size of this young mouse RNA-seq cohort (Sham n = 3, MI n = 3), these results should be interpreted as exploratory and supportive transcriptomic evidence from a standard acute MI model.

**Figure 4:**
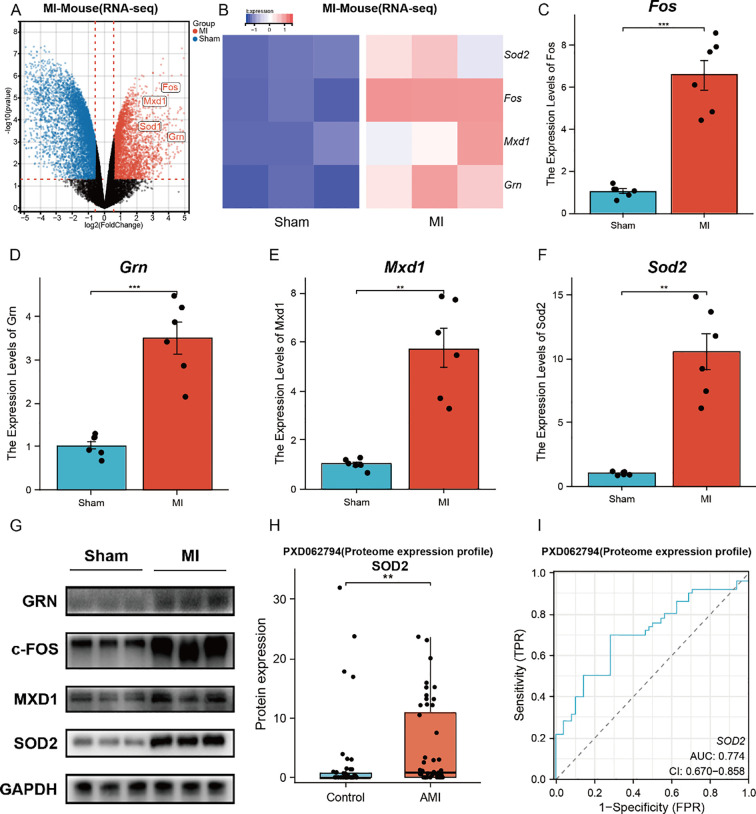
Validation of RNA and protein levels of 4 diagnostic SRGs in AMI. **(A)** Volcano plot of differential expression analysis in mouse cardiac RNA-seq, showing DEGs between the MI and sham groups. RNA-seq was performed using infarct-zone cardiac tissues collected 24 h after LAD ligation (Sham n = 3, MI n = 3). **(B)** Heatmap of commonly differentially expressed SRGs between sham and MI groups. **(C–F)** Relative mRNA expression levels of *Mxd1*, *Fos*, *Sod2*, and *Grn* in peripheral blood leukocytes from 18-month-old sham and MI mice, as determined by qPCR. (n = 6 per group, mean ± SD; Wilcoxon rank-sum test). **(G)** Representative western blots of GRN, c-FOS, MXD1, and SOD2 in infarct-zone cardiac tissues from 18-month-old sham and MI mice. **(H)** Comparison of SOD2 protein abundance between healthy controls and AMI patients. **(I)** ROC curve of SOD2 for discriminating AMI from controls using proteomic data from PXD062794. *P*-values were categorized as: not significant (ns), **P < 0.01, ***P < 0.001.

To further address the age-related relevance of these findings, we additionally performed validation experiments in 18-month-old mice with MI and age-matched sham controls. qPCR analysis of peripheral blood leukocytes showed that *Mxd1, Fos, Sod2*, and *Grn* were significantly elevated in the aged MI group (**Figures 4C–F**). At the protein level, western blot analysis of infarct-zone cardiac tissues, together with densitometric quantification, confirmed the upregulation of GRN, c-FOS, MXD1, and SOD2 in aged MI mice (**Figure 4G**; **Supplementary Figures 3A–D**). These results provide additional support for the age-related relevance of the identified genes in an *in vivo* MI setting.

Furthermore, analysis of the human peripheral blood proteomic dataset (PXD062794) showed that SOD2 protein abundance was significantly increased in AMI patients (**Figure 4H**), and the ROC curve yielded an AUC of 0.774, supporting its potential diagnostic relevance (**Figure 4I**). However, among the four diagnostic SRGs, only SOD2 had available and analyzable protein expression data in the public plasma proteomic dataset PXD062794. Future studies based on larger-scale or self-established proteomic datasets are needed to verify the protein expression levels of the other three diagnostic SRGs in acute myocardial infarction. In addition, the qPCR and western blot results obtained from 8-week-old mice were retained as supplementary data (**Supplementary Figures 3E–I**), providing supportive evidence that the identified genes also showed concordant dysregulation in a standard acute injury model.

### Immune cell infiltration analysis based on the SRG-based diagnostic model

We utilized the ImmuCellAI algorithm to analyze the relationship between immune cell infiltration and risk scores derived from the SRG-based diagnostic model. Our findings indicated a higher prevalence of anti-inflammatory cells, like iTreg cells, in the low-risk group, while pro-inflammatory cells, including Th17 cells, macrophages, and neutrophils, were notably more abundant in the high-risk group. Neutrophil infiltration was significantly greater in the high-risk group than in the low-risk group (**Supplementary Figure 4A**). Analysis revealed a moderate positive correlation between the risk score and neutrophil infiltration (Spearman R = 0.456, *P* < 0.001), indicating significant recruitment and activation of neutrophils in high-risk patients. The risk score showed a positive correlation with macrophages, Tfh cells, and Th17 cells, while exhibiting a negative correlation with CD8^+^ T cells, exhausted T cells, iTreg cells, Th1 cells, Th2 cells, and NKT cells (**Supplementary Figures 4B–K**, all *P* < 0.001). Given the known involvement of neutrophils in acute inflammation and tissue injury (30), these findings suggest that higher risk scores are associated with increased neutrophil infiltration and a more pro-inflammatory immune microenvironment in AMI. This further validated the effectiveness of the SRG-based diagnostic model in characterizing differences in the immune microenvironment.

### Construction of patient classification system based on SRGs

To investigate the role of SRGs in stratifying AMI patients for personalized MI treatment, we employed consensus clustering (**Figure 5A**). When the number of clusters k = 2 (**Figure 5B**), additional clusters yielded only marginal gains (**Figure 5C**). Together, these results strongly support k=2 as the statistically optimal number of clusters. The clustering results showed relatively high consistency and stability. Furthermore, since we found that diagnostic SRGs (FOS, MXD1, GRN and SOD2) were significantly highly expressed in the C2, we initially determined that the C2 was defined as a cluster with high senescence-related signature (**Figure 5D**). Subsequently, through DEGs analysis between C1 and C2, we obtained DEGs (|FC| > 1.5, *P* < 0.05) (**Figure 5E**), and intersected these genes with the SRGs to obtain six key genes (**Figure 5F**). All six key genes exhibited high expression levels within the C2 (**Figure 5G**), we concluded that the C2 exhibited high cellular senescence-related characteristics in AMI patients. We also found that the diagnostic SRGs (FOS, MXD1, GRN and SOD2) were also among the cluster-specific DEGs, which further illustrated the universality of these 4 genes. These results all supported the effectiveness of the diagnostic model based on SRGs, especially diagnostic SRGs, in identifying AMI clusters.

**Figure 5:**
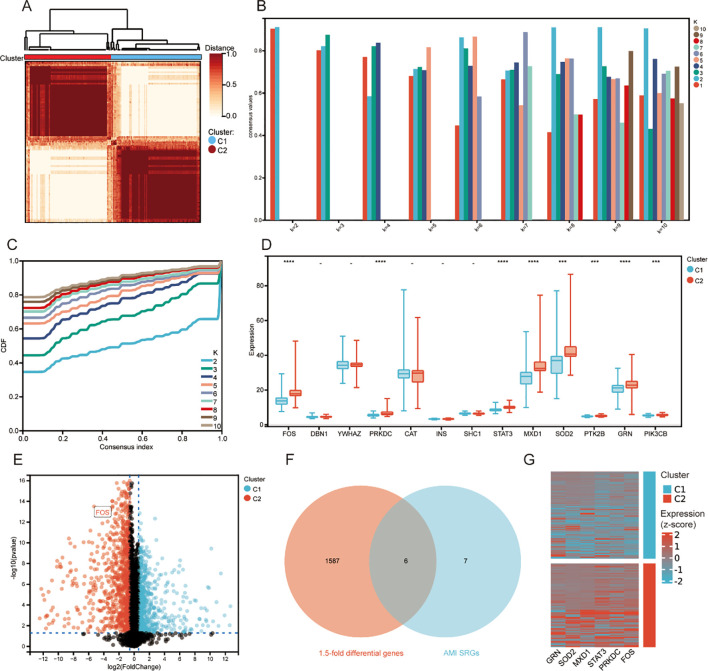
Construction of patient classification system based on SRGs. **(A)** Consensus clustering heatmap showing the identified molecular clusters. **(B)** Consensus clustering bar plot displaying consensus scores for each cluster number. **(C)** Cumulative distribution function (CDF) curve illustrating the stability and consistency of clustering results across different cluster numbers; y-axis: consensus score, x-axis: CDF value. **(D)** Boxplots of SRG expression levels across clusters, revealing expression differences among clusters. **(E)** Volcano plot of DEGs between C1 and C2. **(F)** Schematic Venn diagram depicting the intersection between 1.5-fold DEGs and SRGs, yielding key genes. **(G)** Heatmap of the six key genes showing expression differences between C1 and C2 (z-score). P-values were categorized as: ***P < 0.001, and ****P < 0.0001.

### Immune cell infiltration and functional enrichment analysis based on SRG-based AMI clusters

To deeply explore the immune cell infiltration and functional enrichment of AMI clusters, we performed immune infiltration analysis using ImmuCellAI algorithm. The C1 exhibited a high infiltration of anti-inflammatory cells, such as nTreg cells and iTreg cells, whereas the C2 showed a significant increase in proinflammatory cells, including Th17 cells, macrophages, and neutrophils. Neutrophil infiltration was notably higher in the C2 compared to the C1 (**Figure 6A**). The correlation heatmap showed that the correlation between SRGs and various immune cells was generally consistent in both C1 and C2. However, in the C2, the positive correlation between SRGs and some proinflammatory immune cells (e.g., neutrophils) was more significant (**Figures 6B, C**), indicating the immune response is crucial in AMI pathogenesis.

**Figure 6:**
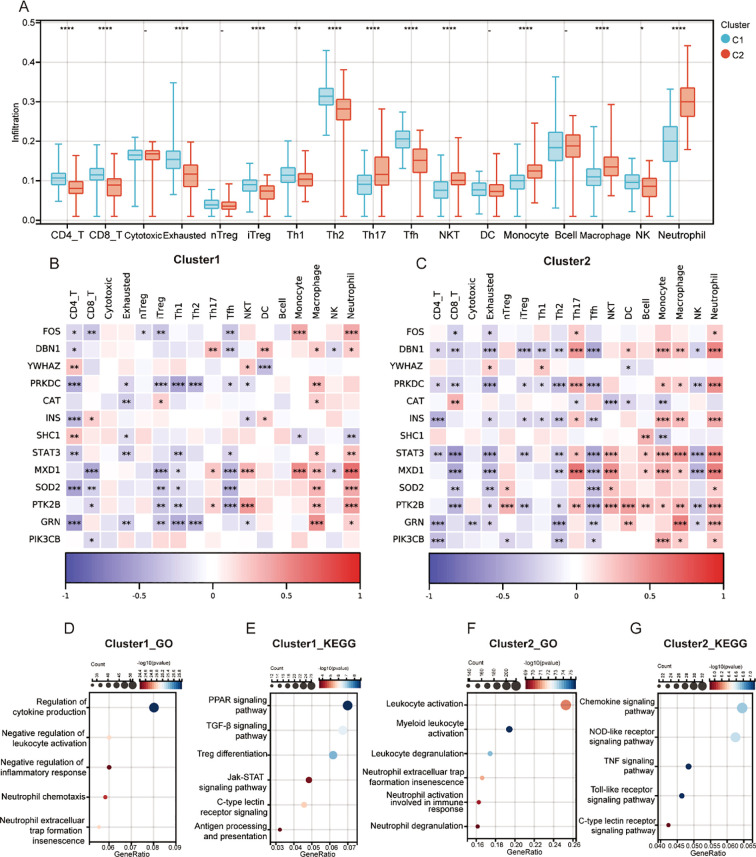
Immune cell infiltration and functional analysis based on SRG-based AMI clusters. **(A)** Boxplots of immune-cell infiltration levels showing differences across AMI clusters. Significance p-values adjusted for multiple comparisons. **(B, C)** Expression-correlation heatmaps between SRGs and individual immune-cell types in C1 **(B)** and C2 **(C–G)** Bubble plots of pathway-enrichment results for each cluster; rows represent gene ratios and columns indicate enriched pathways: GO analysis for C1 **(D)**, KEGG analysis for C1 **(E)**, GO analysis for C2 **(F)**, and KEGG analysis for C2 **(G)**. *P*-values were categorized as: not significant (ns), *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. “cytotoxic” denotes cytotoxic CD8+ T cells, and “exhausted” denotes exhausted CD8+ T cells.

Functional enrichment analyses using GO and KEGG revealed that DEGs in the C1 are predominantly associated with anti-inflammatory pathways, including negative regulation of leukocyte activation, inflammatory response, TGF-β signaling, and Treg cell differentiation (**Figures 6D, E**), whereas the C2 DEGs were associated with proinflammatory pathways, including myeloid leukocyte activation, neutrophil activation, TNF signaling, and Toll-like receptor signaling pathways (**Figures 6F, G**). This suggests that the C2 shows increased inflammation and immune response traits in AMI patients, indicating that targeting cellular senescence could offer novel strategies for AMI prevention and treatment.

### Construction of senescence-related scores and immune cell infiltration analysis in AMI

We first constructed the ASS based on the diagnostic SRGs and evaluated its diagnostic value in AMI. The ASS represents an alternative manifestation of the same gene set features as the previously constructed diagnostic model, and therefore exhibits a certain degree of similarity in the results. The ASS was significantly higher in AMI samples than in control samples (**Figure 7A**), and the ROC curve showed that it had high discriminative ability for AMI (**Figure 7B**). A comparative analysis of senescence-related gene expression between high and low ASS groups showed a significant upregulation of diagnostic SRGs (FOS, MXD1, GRN, and SOD2) in the high-score group (**Figure 7C**), suggesting that the ASS can effectively characterize the gene features related to senescence. Immune infiltration analysis showed that neutrophils, macrophages, and some T cell subsets were significantly enriched in samples with high ASS, while dendritic cells and B cells showed a decreasing trend (**Figure 7D**), suggesting a strong link between ASS and immune microenvironment activation. The correlation heatmap showed that the correlation between SRGs and various immune cells was generally consistent in both high and low ASS group (**Supplementary Figures 5A, B**). These results indicated that in high-score samples, inflammation-related signals were associated with stronger senescence-related transcriptional features, suggesting a close link between inflammatory activation and senescence-associated signatures in this group.

**Figure 7:**
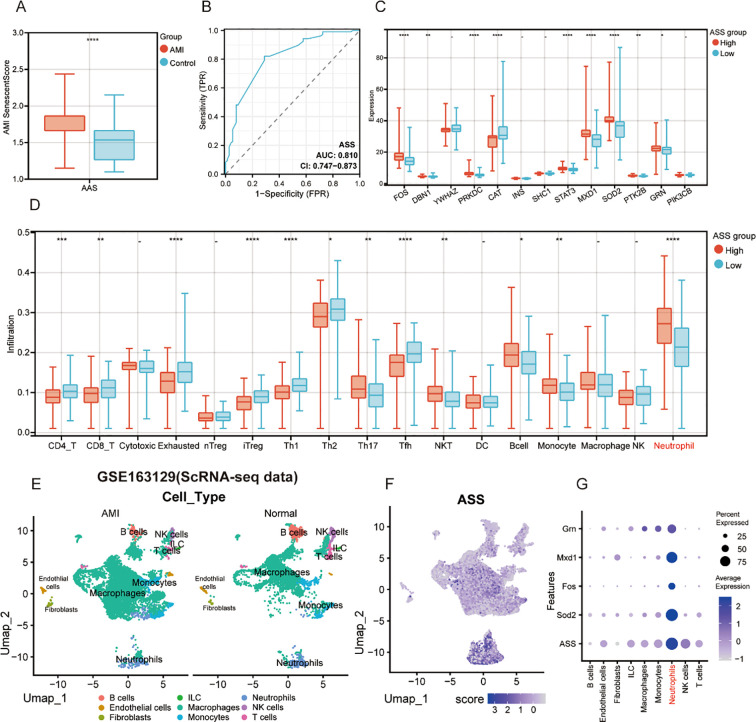
Construction of senescence-related scores and immune cell infiltration analysis in AMI. **(A)** Boxplot of ASS distribution in AMI vs. control samples. **(B)** ROC curve evaluating the diagnostic performance of ASS for AMI. **(C)** Boxplots of SRGs expression levels between high- and low-ASS groups. **(D)** Boxplots of immune-cell infiltration levels comparing high- and low-ASS groups. Significance p-values adjusted for multiple comparisons. **(E)** UMAP projection of major immune-cell types in the GSE163129 scRNA-seq dataset. **(F)** UMAP visualization of ssGSEA-derived ASS scores at single-cell resolution, illustrating score distribution across celltypes. **(G)** Dot plot displaying the expression distribution of GRN, MXD1, FOS, SOD2 and ssGSEA-derived ASS score across immune cells. Dot size indicates the fraction of cells expressing the gene within each celltype; color represents the average expression level. *P*-values were categorized as: not significant (ns), *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. “cytotoxic” denotes cytotoxic CD8+ T cells, and “exhausted” denotes exhausted CD8+ T cells.

Single-cell transcriptome data of AMI was used and annotated to further analyze senescence in immune cells (**Figure 7E**), and the ASS scores were significantly higher in proinflammatory cell populations such as neutrophils and macrophages (**Figure 7F**). To corroborate these findings, we analyzed the distribution of ASS signature genes within the single-cell data. The findings indicated that the four core genes were predominantly located in neutrophils, aligning with the immune infiltration analysis trend (**Figure 7G**). These results suggested that, in AMI, senescence-related transcriptional signals are associated with neutrophil activation and pro-inflammatory responses, and that the ASS may reflect an immune microenvironment linked to both inflammatory activation and senescence-related features.

## Discussion

With the aging of the population, the increasing incidence of AMI has attracted growing attention (2). Cellular senescence is a permanent halt in the cell cycle that can lead to persistent inflammation and tissue dysfunction (31). These pathological changes worsen myocardial injury and impede repair, potentially contributing significantly to the development and progression of AMI (32). However, current research on the systematic identification of senescence-related genes in AMI and their clinical translational application remains limited.

This study utilized multi-omics data, including bulk RNA-seq, scRNA-seq, and proteomics, to screen and validate 13 AMI-related SRGs, identifying four core genes (FOS, SOD2, MXD1, GRN) with universal diagnostic significance. These SRGs showed stable consistency across different datasets and experimental models. Although the final number of SRGs obtained was relatively small, this was not due to insufficient statistical power, but rather to the stringent data filtering strategy employed. The analytical framework of this study prioritizes specificity and biological authenticity over extensive gene coverage, which helps reduce false-positive results and ensures the robustness of the identified biomarkers. On this basis, the study constructed three novel models based on SRGs—a diagnostic model, a patient stratification system, and a senescence-related score system—all of which exhibited excellent predictive performance and stratification potential in AMI.

Despite the rapid development of machine learning and multi-omics technologies, which has promoted in-depth identification of diagnostic biomarkers (33) and characteristics of patients with different clusters, this study still has the following innovations:

First, this study integrates differential analysis with WGCNA and employs several machine learning methods to identify diagnostic SRGs for AMI, unlike traditional methods that solely depend on differential expression analysis (34). By intersecting the screening results of different methods, the bias that may be caused by a single algorithm was effectively avoided, and the stability of the diagnostic biomarkers were improved. Subsequently, the study verified the selected biomarkers in bulk RNA-seq, scRNA-seq, proteomics, and mouse models, confirming their high reliability. Compared with a single technical approach, the strategy of this study better ensures the diagnostic reliability of the identified SRGs.

Second, compared with other researches on clinical decision models for AMI (35), our study evaluates patients’ AMI status from multiple aspects of diagnosis, classification, and scoring, which may help improve the reliability of risk stratification. Based on AMI SRGs, the study constructed novel multi-dimensional clinical decision models, whose performance was systematically evaluated using methods such as ROC curves and DCA. To enhance the applicability of the four-gene signature derived from the diagnostic model, we further developed an ASS using the same gene set. The ASS also demonstrated robust diagnostic performance and showed a high degree of concordance with the diagnostic model, suggesting that the coordinated expression pattern of these genes can be effectively captured through alternative scoring strategies. The results showed that the models based on SRGs had favorable diagnostic performance and potential clinical net benefit, suggesting that SRGs have promising reference value in AMI molecular diagnosis and individualized risk assessment, and warrant further investigation for application in the early diagnosis, risk evaluation, and individualized stratified treatment of AMI. Notably, although these analyses were derived from a shared set of SRGs, the risk model, ASS, and molecular subtypes serve distinct purposes, representing pathway activity characterization, diagnostic prediction, and patient stratification, respectively.

Third, the four diagnostic genes identified in this study provide new insights into our understanding of the senescent phenotype in AMI. Specifically, to provide biological insight into our findings, we next explore the potential mechanisms through which FOS, SOD2, MXD1, and GRN contribute to cellular senescence in AMI, emphasizing the sequential process of “stress activation—molecular action—senescent phenotype”. FOS, as a key transcriptional regulator driving the formation of the senescence-associated secretory phenotype (SASP), is rapidly activated as an early response gene under AMI-induced ischemia-hypoxia and inflammatory stimulation, forms an AP-1 transcription complex with JUN, and directly binds to the promoter regions of multiple SASP-related genes (such as IL6 and IL1B), significantly enhancing the transcription and secretion of pro-inflammatory factors under the synergistic effect of DNA damage response (DDR) and NF-κB signaling, thereby promoting the establishment and maintenance of the inflammation-related senescent phenotype (36). SOD2, a key node transitioning from antioxidant defense to a marker of mitochondrial senescence, is upregulated in the early stage of AMI as part of the mitochondrial antioxidant defense mechanism to scavenge excessive reactive oxygen species (ROS), exerting a short-term protective effect; however, under the background of persistent ischemia and reperfusion injury, long-term ROS accumulation leads to mitochondrial dysfunction, and the continuous high expression of SOD2 reflects a “compensatory but ineffective” antioxidant state, which further induces DNA damage, telomere instability, and activation of the p53/p21 pathway, ultimately promoting cell cycle arrest and the initiation of the senescence program (37). MXD1 antagonizes MYC to induce cell cycle arrest and trigger the senescence program; its upregulated expression in the AMI-related hypoxic and inflammatory microenvironment inhibits MYC-dependent transcriptional activity through competitive binding with MAX, thereby downregulating cell proliferation-related genes (such as the Cyclin and CDK families), directly causing cell cycle arrest in the G1 phase and providing a key prerequisite for the initiation of the senescence program, and its mediated sustained proliferation inhibition in cardiomyocytes and infiltrating immune cells further promotes the accumulation of senescent cells (5). GRN maintains the senescent phenotype through lysosomal function and inflammatory regulation; its significant upregulation in the AMI-induced inflammatory environment not only participates in immune regulation but also plays an important role in maintaining lysosomal function and cellular stress response, and abnormal GRN function can lead to impairment of the lysosome-autophagy pathway, thereby causing protein accumulation and disruption of intracellular homeostasis, while enhancing DNA damage response signals, and it also participates in the maintenance and amplification of the SASP network by regulating the secretion of inflammatory factors, promoting the persistence of the chronic inflammatory microenvironment at the tissue level (38). In summary, these four genes do not merely represent “non-specific stress responses” but correspond to different dimensions of the cellular senescence process, collectively supporting that the gene set identified in this study constitutes a multi-dimensionally integrated senescence regulatory network in the context of AMI, thereby enhancing its biological interpretability and not just reflecting a general inflammatory response.

In addition, this study also explored the potential role of AMI-related senescence processes in immunoregulation and inflammatory pathology. Subgroup analysis based on SRGs showed that anti-inflammatory cells were enriched in the low ASS, while the high ASS was mainly characterized by proinflammatory cell infiltration, with the most significant neutrophil infiltration. As typical proinflammatory cells, neutrophils can further exacerbate myocardial injury by releasing inflammatory mediators (39). Functional analysis revealed that the senescence-related group was significantly enriched in pathways such as the “TNF signaling pathway”, “neutrophil activation pathway”, and other inflammation-related pathways, supporting a close association between senescence-related signatures and immune/inflammatory activation. Moreover, our single-cell analysis, after rigorous Benjamini-Hochberg false discovery rate (FDR) correction for multiple comparisons, further confirmed that SRGs were mainly enriched in neutrophils. The results indicate that immune cells, particularly neutrophils, are closely associated with inflammatory activation and senescence-related transcriptional features in AMI. Importantly, the present findings are primarily correlative and do not establish whether the identified SRGs directly drive neutrophil recruitment or activation. It is also possible that neutrophil-derived inflammatory mediators and oxidative stress contribute, in turn, to senescence-associated transcriptional changes. This offers an additional perspective for understanding the relationship between immunosenescence-related signatures, inflammation, and AMI pathology (40).

This study also has certain limitations: First, although the study included a variety of datasets, the sample size was still insufficient due to the limitations of public database resources. In the future, it will be necessary to further expand the samples and supplement more single-cell and proteomics data to validate the model performance. Second, despite validation with mouse models and patient sequencing data, there is still insufficient clinical experimental evidence to fully confirm the diagnostic efficacy of the identified SRGs in real-world clinical samples. The cross-species and cross-compartment validation strategy used in this study should also be interpreted with caution. The human discovery and validation cohorts were derived from peripheral blood transcriptomic datasets, which primarily reflect leukocyte-associated inflammatory and senescence-related signals, rather than direct myocardial senescence. In contrast, the *in vivo* validation experiments involved infarct-zone cardiac tissues and peripheral blood leukocytes from mouse MI models. Although concordant dysregulation across these sample types supports the overall biological relevance of the identified genes in AMI, cardiac tissue and peripheral blood represent fundamentally distinct biological compartments, and myocardial expression patterns should not be assumed to directly mirror peripheral blood transcriptional changes. In addition, the senescence-related signatures identified in this study should not be interpreted as direct evidence of bona fide cellular senescence itself, because cells expressing senescence-associated genes are not necessarily truly senescent cells. Rather, these signatures more likely represent senescence-related or inflammation-associated transcriptional features in the context of AMI. Another important limitation is that the original 8-week mouse MI model mainly reflects a standard acute injury response in young adult animals and does not fully recapitulate the chronic and age-dependent senescence background typical of human AMI. To better address this issue, we further performed qPCR and western blot validation in 18-month-old mice with MI and age-matched sham controls, and observed concordant dysregulation of the identified genes in this aged cohort. Although these additional data strengthen the age-related relevance of our findings, they still do not fully capture the biological complexity of aging-associated human AMI. Moreover, we did not further validate the protein expression of these candidate genes in independent clinical peripheral blood samples, and the prognostic value of the ASS and stratification system has not yet been established through systematic longitudinal clinical follow-up.

Despite the above limitations, we believe that this study provides effective biomarkers for the diagnosis of AMI and lays a foundation for future clarification of the specific mechanism of senescence-related AMI, thereby providing new strategies for the development of novel diagnosis and treatment methods for AMI. Finally, we hope that the diagnostic model, classification system, and senescence-related score system constructed based on senescence will contribute to the early diagnosis, treatment, and personalized treatment of AMI.

## Conclusions

This study identified 13 AMI-related senescence genes and four core diagnostic ones by integrating multi-omics data. Novel models, including a diagnostic model, a patient stratification system, and a senescence-related score system, were constructed based on these SRGs, demonstrating favorable predictive performance for AMI. Mechanistically, immune cells, especially neutrophils, may be associated with inflammatory activation and senescence-related transcriptional programs in AMI. This study provides candidate biomarkers for AMI diagnosis, lays a foundation for clarifying the specific mechanism of senescence - related AMI, and is expected to contribute to the early diagnosis, treatment, and personalized management of AMI through the constructed models.

## Data Availability

The datasets presented in this study are deposited in public online repositories. The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE318951. 

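The deposited RNA-seq count table that was analysed here comes from cultured neonatal mouse ventricular myocytes, which are heart muscle cells taken from newborn C57BL/6J pups. It holds 9 libraries, 3 in each of 3 groups. The control cultures were kept in normal oxygen in medium with serum. The hypoxia cultures spent 6 h in a sealed, oxygen-depleted chamber, in medium without glucose or serum. The third group (hypoxia + rSRGN) received recombinant serglycin, the core protein of a proteoglycan, during the same 6 h in the same medium. Low oxygen and the change of medium occurred together, so a difference between hypoxia and control cannot be assigned to either of them. The paper's text describes RNA-seq of hearts from sham and MI mice and does not describe these cultures. The hearts were not analysed here.
The libraries were made from poly(A)-enriched RNA. The authors counted paired-end fragments on the exons of each gene with featureCounts (version 2.0.1) and GENCODE release 25 of the mouse annotation (GRCm38). The command that the table records has no strand option, so fragments were counted without regard to strand, and by the default of the program a fragment that fitted several places or genes was left out. The counts are not normalized. The total count per library was 21669017 to 22781557 in the control group (median 22472430), 16583985 to 18148474 in the hypoxia group (median 17434604) and 16640239 to 20826701 in the hypoxia + rSRGN group (median 18772474). The control libraries were the deeper ones. A chi-square test of the counts of any 2 libraries of one group gave 3.63 to 13.1 per degree of freedom. Every pair therefore differed by more than the sampling noise, and each library was kept as a replicate. Separate libraries from the same cell preparation could differ in this way too, so the test does not show that the cultures were independent.
From these counts, genes with too few counts to test were removed with edgeR's filterByExpr, which kept 16762 of 55401 genes. Library sizes were scaled with the TMM method, and the 3 groups were compared in one fit of edgeR's quasi-likelihood model over the 9 libraries. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 1.5 in either direction. The fold change limit is that of the paper's mouse RNA-seq methods, which use the unadjusted P. The scaling, the filter, the choice of adjusted p and the libraries in the fit could each change a count of genes.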

The publicly available transcriptomic datasets analyzed in this study were obtained from GEO under accession numbers GSE34198, GSE48060, GSE60993, and GSE29111. The proteomic dataset analyzed in this study is available in the iProX repository under accession number PXD062794. The senescence-related gene set used in this study was obtained from the CellAge database. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

# Supplementary material for: Identification and analysis of diagnostic senescence-related gene signatures for acute myocardial infarction based on multi-omics data and machine learning
**Source:** Front Immunol. 2026 Jun 5;17:1775092. doi: 10.3389/fimmu.2026.1775092
**Supplement:** Supplementary file 1

## **Supplementary Information**

### **Identification and analysis of diagnostic senescence-related gene signatures for acute myocardial infarction based on multi-omics data and machine learning**

**This file includes:**

Figures S1 to S5

Tables S1 to S4

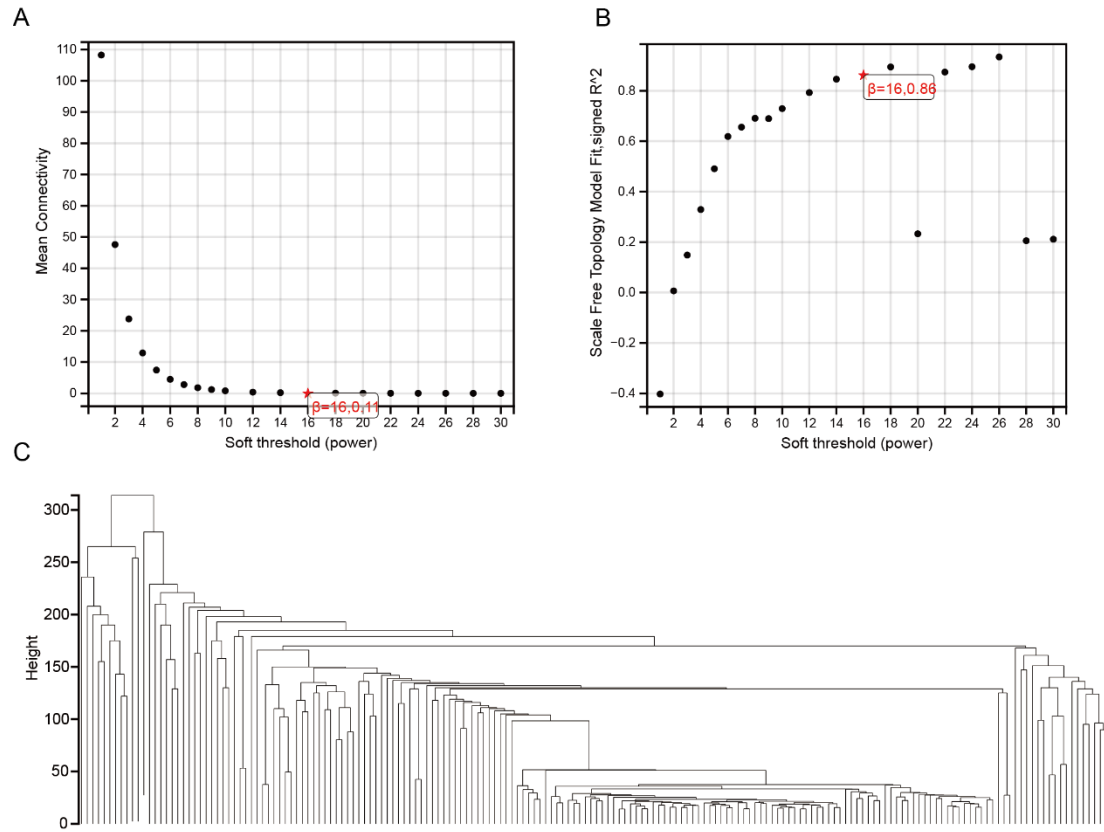

**Figure S1. Election of the Soft Threshold ( $\beta$ ) in WGCNA and Validation of Co-expression Network Construction.**

(A) Curve showing the mean connectivity across different soft thresholds (power). At  $\beta = 16$ , the mean connectivity was 0.11. (B) Plot of the Scale Free Topology Model Fit-signed  $R^2$  versus soft threshold. At  $\beta = 16$ , the model fit index reached  $R^2 = 0.86$ . (C) Hierarchical clustering tree of genes constructed based on the optimal soft threshold  $\beta = 16$ .

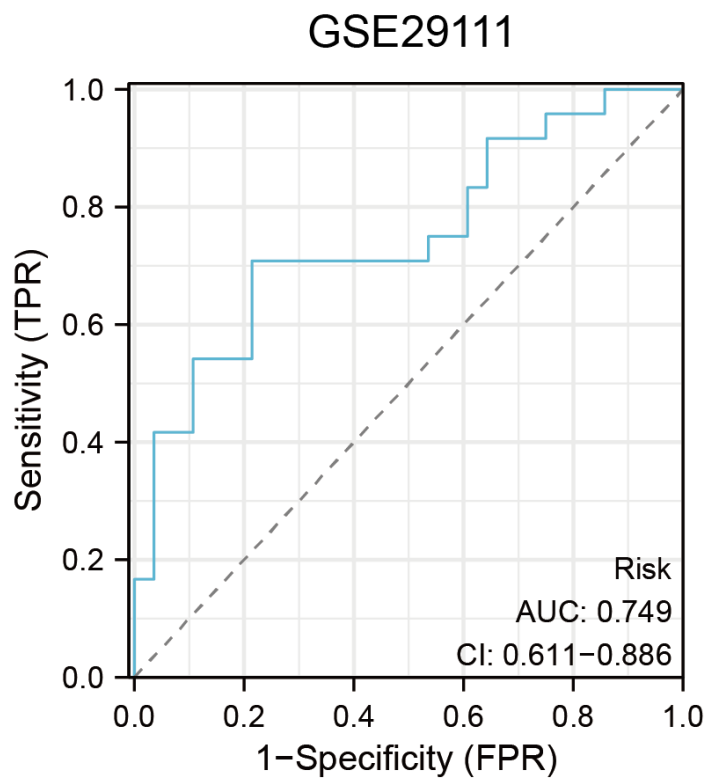

**Figure S2.** ROC curves of the diagnostic model validated in the external independent dataset GSE29111.

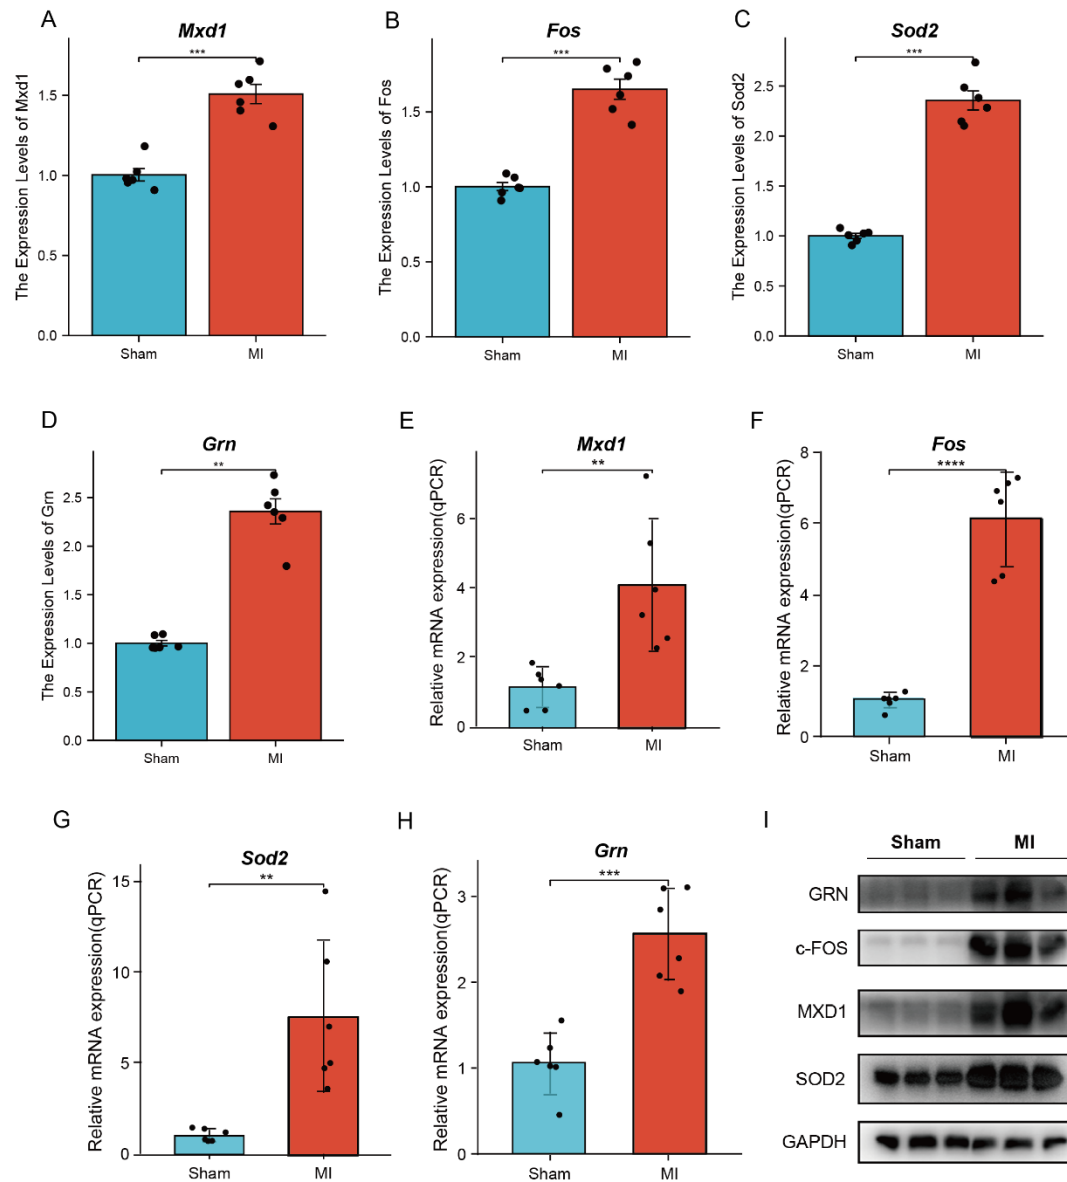

**Figure S3. Supportive validation of the four diagnostic SRGs in mouse MI model.** (A-D) Densitometric quantification of GRN, c-FOS, MXD1, and SOD2 protein levels normalized to GAPDH in infarct-zone cardiac tissues from 18-month-old sham and MI mice (n = 6 per group). Data are presented as mean  $\pm$  SD. (E-H) Relative mRNA expression levels of *Mxd1*, *Fos*, *Sod2*, and *Grn* in peripheral blood leukocytes from 8-week-old sham and MI mice, as determined by qPCR. Data are presented as mean  $\pm$  SD. (I) Representative western blots of GRN, c-FOS, MXD1, and SOD2 in infarct-zone cardiac tissues from 8-week-old sham and MI mice. Data are presented as mean  $\pm$  SD.

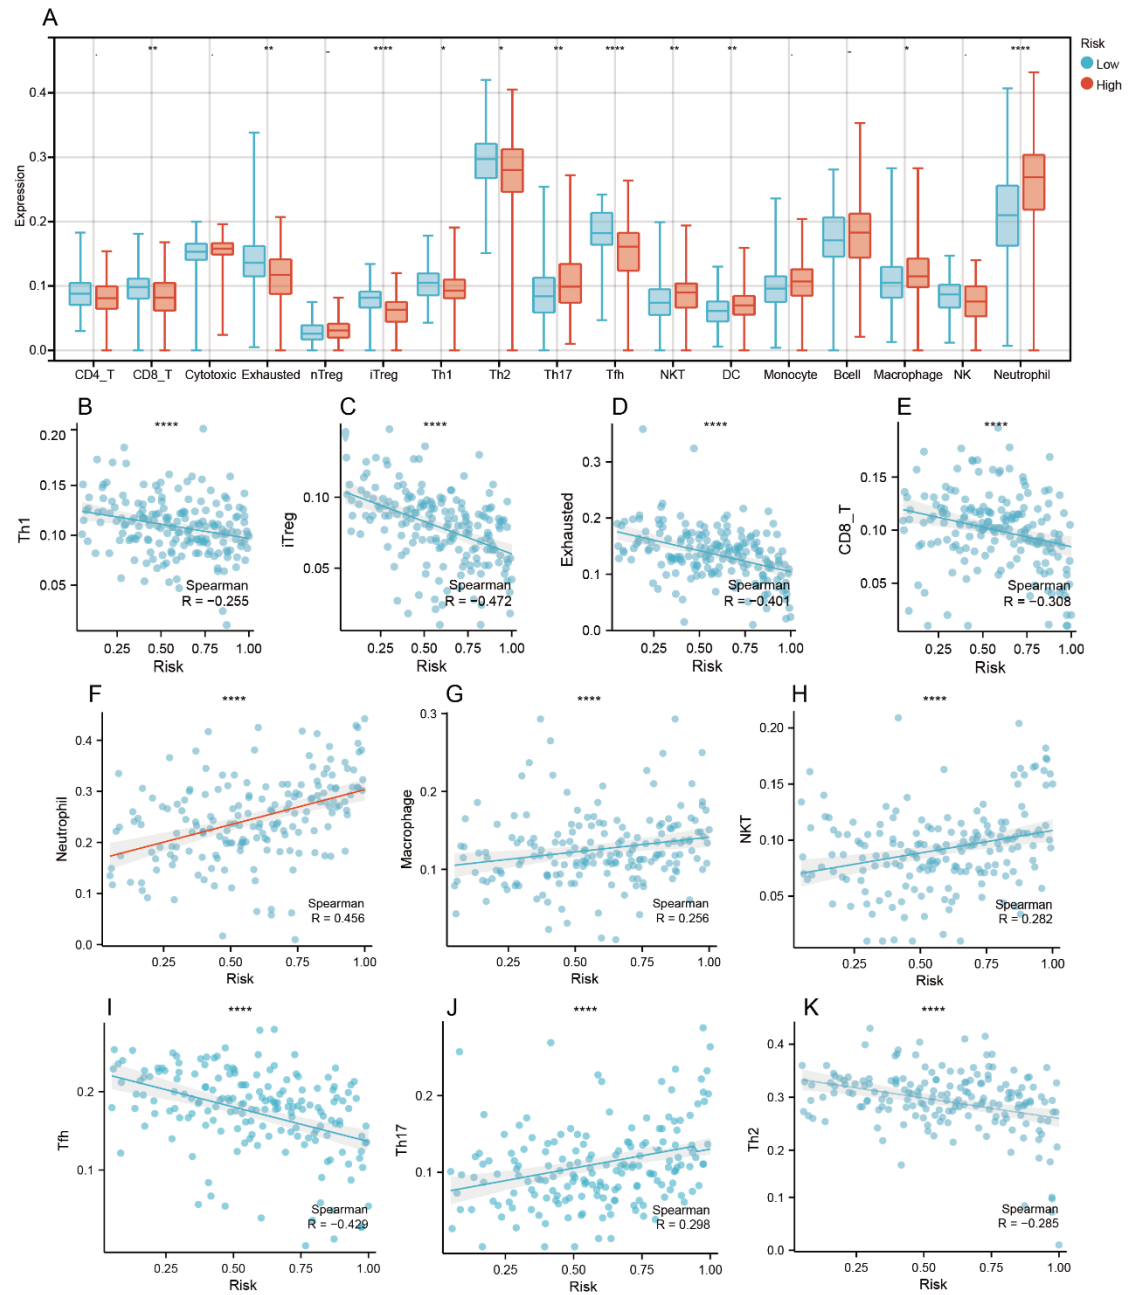

**Figure S4. Immune cell infiltration analysis based on the SRG-based diagnostic model.** (A) Boxplots comparing the infiltration levels of major immune-cell populations between high- and low-risk groups. Significance p-values adjusted for multiple comparisons. (B–K) Scatterplots showing the correlation between individual risk scores and the infiltration levels of the indicated immune-cell types (B–K).

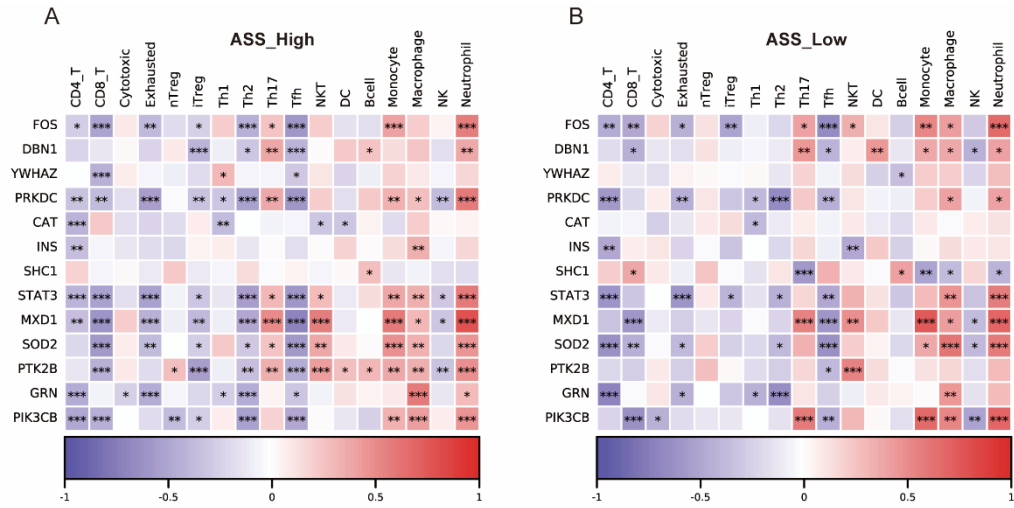

**Figure S5. Correlation between SRGs expression and immune cell infiltration levels in high/low ASS groups.** (A) Correlation heatmap between SRGs expression and immune-cell infiltration levels in the high-ASS subgroup. (B) Correlation heatmap between SRGs expression and immune-cell infiltration levels in the low-ASS subgroup.

**Table S1. The senescence associated geneset from the CellAge website.**

| Senescence Associated Geneset |          |        |        |        |          |          |
|-------------------------------|----------|--------|--------|--------|----------|----------|
| GHR                           | JUND     | CEBPB  | LRP2   | HMGB2  | GHRHR    | EEF1E1   |
| GHRH                          | IL2      | MXI1   | AIFM1  | MAP3K5 | CTNNB1   | EPS8     |
| SHC1                          | PDGFB    | TGFB1  | UCHL1  | TAF1   | PSEN1    | KCNA3    |
| POU1F1                        | EGF      | ERCC6  | APP    | LMNB1  | DLL3     | SIRT7    |
| PROP1                         | IL2RG    | STK11  | APOE   | SDHC   | CDKN2A   | SLC13A1  |
| TP53                          | FOS      | EP300  | A2M    | FOXO4  | PPP1CA   | SOCS2    |
| TERC                          | PDGFRB   | APTX   | SNCG   | HESX1  | DBN1     | TPP2     |
| TERT                          | EPOR     | PML    | PRDX1  | PIK3R1 | NOG      | TP53BP1  |
| ATM                           | SST      | GSK3B  | PON1   | BSCL2  | ELN      | SIRT3    |
| PLAU                          | PRKCD    | HTT    | RELA   | AGPAT2 | ATR      | NCOR2    |
| ERCC2                         | PPARA    | PRKCA  | IL6    | BMI1   | UCP3     | SUN1     |
| ERCC8                         | RET      | SSTR3  | RGN    | EEF1A1 | ZMPSTE24 | BAK1     |
| WRN                           | PLCG2    | HELLS  | ATP5O  | TFAP2A | TP63     | IGFBP2   |
| LMNA                          | PEX5     | APOC3  | RAD52  | BDNF   | UCP2     | PYCR1    |
| IGF1R                         | TCF3     | EEF2   | TOP3B  | CREB1  | POLB     | TP73     |
| TXN                           | PARP1    | ERCC3  | ERCC1  | ATF2   | GCLC     | CNR1     |
| KL                            | BRCA1    | TERF1  | SIRT1  | TBP    | GCLM     | NFE2L2   |
| E2F1                          | PIN1     | PRKDC  | HDAC1  | APEX1  | SIRT6    | CDKN1A   |
| PTPN11                        | PTEN     | CAT    | HSPA9  | HBP1   | BUB3     | PDGFRA   |
| NFKB2                         | CREBBP   | ERCC5  | GPX1   | BUB1B  | RAE1     | PIK3CA   |
| STAT5B                        | HIF1A    | AR     | GSR    | PTGS2  | PMCH     | C1QA     |
| STAT3                         | UBB      | GTF2H2 | GSS    | HSPA8  | MLH1     | CDKN2B   |
| STAT5A                        | RPA1     | XRCC5  | GSTA4  | SIN3A  | CSNK1E   | EIF5A2   |
| NRG1                          | BLM      | PCNA   | GSTP1  | CDK1   | STUB1    | MIF      |
| HDAC3                         | BCL2     | FEN1   | MT-CO1 | TFDP1  | PPM1D    | DGAT1    |
| GH1                           | S100B    | FAS    | HSPD1  | DDIT3  | CHEK2    | MT1E     |
| IL7R                          | VCP      | TERF2  | HSPA1A | POLA1  | PCK1     | FGF21    |
| IGF1                          | POLG     | XRCC6  | HSPA1B | MAPT   | ARHGAP1  | HTRA2    |
| IGF2                          | IGFBP3   | POLD1  | PCMT1  | CTGF   | CDC42    | GSK3A    |
| INS                           | HSP90AA1 | BAX    | MAPK8  | HDAC2  | ARNTL    | NUDT1    |
| NGF                           | NR3C1    | RB1    | YWHAZ  | MAX    | CLOCK    | IKBKB    |
| IRS1                          | EGR1     | EMD    | PTK2B  | MXD1   | HIC1     | SQSTM1   |
| PTPN1                         | VEGFA    | GRB2   | PTK2   | MDM2   | PAPPA    | CDK7     |
| IRS2                          | ABL1     | FOXO3  | IL7    | SUMO1  | ADCY5    | GRN      |
| AKT1                          | BRCA2    | FOXO1  | MAPK14 | H2AFX  | PPARGC1A | SERPINE1 |
| PIK3CB                        | TOP2A    | HSF1   | FGFR1  | HOXB7  | GPX4     | SPRTN    |
| NGFR                          | TOP2B    | XPA    | SP1    | HOXC4  | UCP1     | RICTOR   |
| HRAS                          | NFKB1    | MSRA   | FLT1   | JAK2   | FGF23    | CTF1     |
| MYC                           | TOP1     | RECQL4 | JUN    | ESR1   | EFEMP1   | TRAP1    |
| EGFR                          | RAD51    | SOD2   | MED1   | LEP    | ERCC4    | TRPV1    |
| ERBB2                         | UBE2I    | SOD1   | MAPK9  | LEPR   | CETP     | NFE2L1   |
| INSR                          | TNF      | FOXO1  | MAPK3  | NFKBIA | PPARG    | IFNB1    |

|       |       |         |       |      |       |       |
|-------|-------|---------|-------|------|-------|-------|
| NCOR1 | PDPK1 | COQ7    | HMGB1 | CLU  | AGTR1 | GDF11 |
| NBN   | CEBPA | CACNA1A | CCNA2 | MTOR | CISD2 |       |

---

**Table S2. The primer sequences used for real-time PCR.**

| <b>Gene</b>    | <b>Forward Primer (5'—3')</b> | <b>Reverse Primer (5'—3')</b> |
|----------------|-------------------------------|-------------------------------|
| <i>Grn</i>     | TACACCACGGATCTCCTGACCAAG      | GTTGAGGCGGCAGCAGGTATATC       |
| <i>Mxd1</i>    | CTGGAGCGGCGGGAGAGAG           | TGCTACTGGTGCTGTTCTTCTTGG      |
| <i>Fos</i>     | ACCCTGAGCCCAAGCCATCC          | CGGGAGGTCTCTGAGCCACTG         |
| <i>Sod2</i>    | TCCCAGACCTGCCTTACGACTATG      | CTCCTCGGTGGCGTTGAGATTG        |
| <i>β-Actin</i> | AAGGCCAACCGTGAAAAGAT          | GTGGTACGACCAGAGGCATAC         |

**Table S3. The antibodies used for Western Bolt.**

| Target antigen            | Vendor or Source | Catalog #   | Working concentration |
|---------------------------|------------------|-------------|-----------------------|
| MXD1 Polyclonal antibody  | Proteintech      | 17888-1-AP  | 1:1000                |
| Granulins rabbit pAb      | Upingbio         | YP-Ab-12520 | 1:1000                |
| c-Fos Monoclonal antibody | Proteintech      | 66590-1-Ig  | 1:5000                |
| SOD2 Monoclonal antibody  | Proteintech      | 66474-1-Ig  | 1:5000                |
| GAPDH Mouse mAb           | Abclonal         | AC002       | 1:5000                |

**Table S4. Functional orientation of DEGs.**

| <b>Gene</b>   | <b>Primary Function</b>                 | <b>Role in Senescence</b> |
|---------------|-----------------------------------------|---------------------------|
| <b>FOS</b>    | Immediate early transcription factor    | Dual role                 |
| <b>DBN1</b>   | Cytoskeletal organization               | Dual role (weak evidence) |
| <b>MXD1</b>   | MYC antagonist                          | Anti-senescence           |
| <b>PTK2B</b>  | Tyrosine kinase signaling               | Dual role                 |
| <b>GRN</b>    | Inflammation regulator                  | Dual role                 |
| <b>SOD2</b>   | Mitochondrial antioxidant enzyme        | Anti-senescence           |
| <b>YWHAZ</b>  | 14-3-3 signaling protein                | Dual role                 |
| <b>PRKDC</b>  | DNA damage repair (NHEJ)                | Anti-senescence           |
| <b>CAT</b>    | Antioxidant enzyme (catalase)           | Anti-senescence           |
| <b>INS</b>    | Insulin signaling                       | Dual role                 |
| <b>SHC1</b>   | Adapter protein (p66Shc isoform)        | Pro-senescence            |
| <b>STAT3</b>  | Transcription factor (JAK/STAT pathway) | Pro-senescence            |
| <b>PIK3CB</b> | PI3K-AKT signaling pathway              | Pro-senescence            |

How the deposited data were processed for this re-analysis (not part of the article)

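The deposited data analysed here are RNA-seq counts from 9 cultures of neonatal mouse ventricular myocytes, 3 each in control, hypoxia and hypoxia + rSRGN. Each library was assigned to its group and replicate number from the sample labels. Control cultures had normal oxygen and medium with serum, while both hypoxic groups had medium without glucose or serum for 6 h, so low oxygen and the medium cannot be told apart in a comparison with control. The comparison of hypoxia + rSRGN with hypoxia differs in the added protein alone, as far as the labels say. The sham and MI hearts, the blood samples, the human datasets and the proteomic data of the paper were not analysed here.

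The authors deposited whole-number fragment counts per gene, without normalization. The header of the deposited table names featureCounts 2.0.1, paired-end counting on exons, gene identifiers of GENCODE release 25 (GRCm38) and no strand option. Genes that overlap on opposite strands, and genes with near-identical copies, are therefore uncertain, since their fragments could be assigned to the wrong gene or left out. The aligner is named in the paper for the heart libraries (HISAT2) and not for these cultures. All 9 columns of counts were used, and 0 columns were left unused.

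The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, scaled by TMM and fitted with a mean per group over all 9 libraries, and groups were compared with the quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.05 and a fold change of at least 1.5. The step was tested on simulated data for the 16762 genes. Counts were drawn from each gene's mean over the 9 libraries and from the library sizes. In each comparison 200 genes with a mean of at least 1 CPM were changed 2-fold, and the others had equal means in all groups. The step called 171 of the 200 genes (85.5%) and 5 unchanged genes for hypoxia against control. For hypoxia + rSRGN against hypoxia it called 174 (87%) and 6 unchanged genes. These shares do not cover genes below 1 CPM, or data with as many changes as were called for hypoxia against control. For a gene without a count in a group, the fold is given as a lower bound from 3 counts over the group. With 1 to 3 counts in a group, the ratio is given with its exact 95% interval. These intervals and bounds cover counting error only.

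Gene lists were tested with camera (preset correlation 0.01) in limma 3.58.1 on log2 CPM with a prior count of 2, with fry and with camera under an estimated correlation as alternatives. The lists were the senescence gene set of Table S1 (CellAge), the SRGs of Table S4, hypoxia response, sterol synthesis, ATF4 targets, immediate early genes, cell cycle, cardiomyocyte, fibroblast, endothelial, macrophage and neutrophil genes. The lists of heat shock genes and of RNAs without a poly(A) tail were added after the data were examined, and 20 symbols of the latter were matched to the table by gene identifier after a first match by symbol, which left too few genes, had been seen. Human symbols of Tables S1 and S4 were written as mouse symbols. Table S1 holds 307 entries and 306 distinct symbols, since FOXO1 is listed more than once. A list with under 3 tested genes had no set test, and Benjamini-Hochberg adjustment was made over the 39 set tests. The genes named are the SRGs of Table S4, Srgn, and in each of hypoxia against control and hypoxia + rSRGN against hypoxia the 3 genes with the largest rise and the 3 with the largest fall, among called genes with no overlap between the groups and a mean of at least 1 CPM over the 9 libraries. This rule, the lists without the 2 added ones, the designs and most alternatives were set before the data were examined.

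The alternatives were DESeq2 1.42.0 in place of edgeR, RLE scaling, library size alone, a filter of at least 1 count in all or at least 10 counts in every library, the unadjusted P, no fold change limit, a fit of only the groups compared, the replicate number as a block, and each library left out in turn. Alternatives chosen after the data were examined were offsets for GC content and gene length, available for 16743 of the 16762 genes, libraries thinned to equal totals, a fit without mitochondrial, rRNA and heat shock genes, and the correlation of changes with each library left out. Every division of 6 libraries into groups of 3 was also tested, which makes 10 divisions per comparison. The correlation of changes between comparisons that share the hypoxia libraries was set against 40 simulated data sets without an effect of rSRGN, and 6 for each library left out. In all of these, the genes varied independently of one another.

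The primers were placed on the transcripts of GENCODE release 21 (GRCm38) by comparing each primer with every transcript position, with at most 2 mismatches per primer and a product of at most 1000 bases. The map was drawn with matplotlib 3.10.9.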

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

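The results below come from cultures that the paper does not report on, and each shows a difference from the control or hypoxia cultures. The tests on the macrophage list, the heat shock list, the RNAs without a poly(A) tail, GC content and gene length, the most abundant genes, equal totals, the correlation with each library left out and the depth behind the genes without a count in control were chosen only after the result was seen.

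In hypoxia against control, 8644 of 16762 genes were called changed, 4432 higher and 4212 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between hypoxia + rSRGN and control, 8183 genes were called changed, 4036 higher and 4147 lower. For each of these comparisons, 1 of the 10 divisions of the 6 libraries gave as many genes, the labelled one. The other 9 divisions gave 0 genes each in edgeR's quasi-likelihood test, with 101 to 260 genes at an unadjusted p below 0.05 for hypoxia against control and 84 to 147 for hypoxia + rSRGN against control. With 3 libraries against 3 the share of divisions cannot fall under 0.1, so this share alone decides nothing about a grouping by chance. Low oxygen, the loss of glucose and the loss of serum were applied together, and which of them lies behind the changes was not tested and cannot be tested with these groups. No library or sequencing batch is given in the labels.

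Between hypoxia + rSRGN and hypoxia, the same test called 525 genes changed, 381 higher and 144 lower. Again 1 of the 10 divisions of the 6 libraries gave as many genes, which is the smallest share the design allows. The other 9 divisions gave 0 genes each in the same test, with 351 to 1427 genes at an unadjusted p below 0.05. The hypoxia libraries had a lower median total than the hypoxia + rSRGN libraries (17434604 against 18772474). With all libraries thinned to equal totals 521 genes were called, which argues against sequencing depth as the cause. In proportion, the count depends more on single libraries of both groups than the counts against control do. It was 321 without hypoxia replicate 3 and 699 without hypoxia replicate 2. Without hypoxia + rSRGN replicate 2 it was 354, and without replicate 3 of that group 585. An effect of the added protein stays open, as do differences between the cultures other than the protein, which the design does not test.

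The 20 genes of the cardiomyocyte list, fixed before the data were examined, were all called lower in hypoxia than in control, with a median log2 fold change of -3.62. The 15 fibroblast genes had a median of 0.932, with 13 called higher. The directions of both medians held under every alternative (-3.79 to -3.44 and 0.878 to 1.01). The camera p adjusted over 39 set tests was 5.34e-10 for the cardiomyocyte list and 1.54e-05 for the fibroblast list, and under fry both lists also passed (3.27e-06 and 2.28e-07). With the correlation estimated from the data neither passed after adjustment (0.273 and 0.0916). The labelled division alone gave as small a camera p for the cardiomyocyte list, 1 of 10 divisions. The other divisions of the same libraries gave camera p of 4.43e-07 to 0.00102. Each of these mixes control and hypoxia libraries unevenly and keeps part of the labelled difference. They therefore do not show how small this p becomes without a difference. A lower share of cardiomyocytes alone would raise the genes of all other cell types alike. The 13 tested macrophage genes had a median of -3.75 (-3.93 to -1.87 across the alternatives). Their upper quartile (-1.87) lies below the lower quartile of the fibroblast genes (0.775), which argues against this explanation. With a minimum of 10 counts in every library only 3 macrophage genes remained, with a median of -1.87, so most of this list rests on low counts. With the trends on GC content and gene length taken out, the median of the cardiomyocyte list was -3.64, and without mitochondrial, rRNA and heat shock genes it was -3.63, so neither removed the change. A loss of cardiomyocytes and macrophages together and a lower level of their transcripts within living cells both stay open, and no test separates them here.

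The changes with rSRGN ran against those with hypoxia. Over the 8644 genes changed by hypoxia, the log2 fold changes of hypoxia against control and of hypoxia + rSRGN against hypoxia had Pearson's r = -0.393 and Spearman's rho = -0.416. These values are across genes, which are not independent replicates. Both comparisons use the hypoxia libraries, which makes r negative without any effect. In 40 simulated data sets without an effect of rSRGN, r was -0.156 to -0.0638. Each gene varied independently in these. Variation shared by many genes between cultures was therefore not simulated, and the simulated ranges may be too narrow. With the hypoxia libraries divided between the comparisons, the 6 ways gave r from -0.269 to -0.157, so the shared libraries do not account for the whole correlation. The highest r with a hypoxia library left out was -0.406, which argues against a single hypoxia library as the cause. With each of the 9 libraries left out r stayed between -0.471 and -0.324, outside the range of its 6 simulations. As the simulated genes were independent, these ranges do not exclude differences between the cultures that move many genes together. The cardiomyocyte list moved back, with a median of 0.765 and 16 of 20 genes called higher with rSRGN. Its camera p adjusted over the 39 tests was 3.94e-11, and other divisions of these libraries gave an unadjusted camera p as low as 9.71e-10. Those divisions mix the groups unevenly too, so they do not show how small this p becomes without a difference. A weaker response to hypoxia in every gene would lower the heat shock genes that hypoxia raised. The 11 genes of that list called higher in hypoxia had a median of 0.176 with rSRGN against hypoxia (9 of 11 above 0) and 0.101 to 0.247 across the alternatives, with unadjusted p of 0.00428 under camera and 0.0146 under fry, which argues against it. The margin is small. The other 9 divisions of the libraries gave medians of -0.138 to 0.165, 0 of the 11 genes were called singly with rSRGN, and under an estimated correlation the unadjusted p was 0.177. A response to rSRGN in part of the genes, and fewer lost cardiomyocytes, remain hypotheses.

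There were 79 genes without a count in any control library that were called higher in hypoxia, against 15 genes without a count in hypoxia that were called lower. Of the 79 genes, 65 are annotated as noncoding or pseudogenes, while 3306 of all 4432 raised genes are protein-coding. Their counts summed over the hypoxia libraries were 12 to 2347, with a median of 42. The highest were Gm45833, Gm8696 and Gm48565, at least 957.5-fold, 465.1-fold and 387.6-fold higher in hypoxia than in control, from 3 counts over the control group. Sequencing depth does not account for them, because the lowest total of a control library (21669017) is above the highest of a hypoxia library (18148474). Genomic DNA in the hypoxic libraries would give counts on genes that heart cells do not use. Olfactory and vomeronasal receptor genes had 0.00353 CPM per kilobase in hypoxia, above the 0.00194 in control. This is 0.234% of the value of the 79 genes (1.51), which argues against genomic DNA as the source of their counts. A small amount of genomic DNA in the hypoxic libraries is not excluded. Weaker selection of poly(A) RNA, weighed below for rRNA, was not tested for the 79 genes and stays open. They include RNAs of classes without a poly(A) tail, such as the rRNA gene Gm25966. Transcription past the 3' ends of neighbouring genes stays undecided. Noncoding genes within 10 kb downstream of a tested protein-coding gene were called higher more often than those within 10 kb upstream (67 of 168 against 61 of 213, two-sided Fisher's exact p = 0.0223), as this explanation needs. Noncoding genes farther away were called higher about as often as the downstream ones (273 of 697), and so were those inside protein-coding genes (580 of 1388). Transcription reaching more than 10 kb past a gene would also raise genes farther away, so their share does not count against this explanation. Of the 79 genes 6 lie downstream, 6 upstream, 2 downstream of a gene and upstream of another, 12 farther away and 31 inside protein-coding genes. Protein-coding genes, unitary pseudogenes and small RNA classes such as rRNA, snoRNA, snRNA and miRNA were not placed. Where the neighbour's log2 fold change was at least the limit of 0.585, 22 of 36 downstream and 29 of 67 upstream genes were called higher, and where it was not, 45 of 132 and 32 of 146. These further counts were weighed only after the p was seen. Gm8696 is a pseudogene 1724 bases from the end of the heat shock gene Hspa1b, which had a log2 fold change of 9.30. Gm48565 lies 10882 bases past the end of the heat shock gene Hspa8 on the same strand, and so counts as farther away. Hspa8 had a log2 fold change of 1.12. Both heat shock genes are named here because their values were seen. Gm45833 overlaps Galnt2l, which was not tested. The fragments were counted without strand, so the strand of these transcripts is unknown.

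Mitochondrial rRNA and mRNA moved apart in hypoxia. The 2 mitochondrial rRNA genes had a median log2 fold change of 3.56 against control (3.30 and 3.81), and the 13 mitochondrial mRNAs a median of -1.38, 11 of them called lower. The 3 tested nuclear rRNA genes were also called higher. The log2 fold changes of CT010467.1 and Gm26280 were 1.52 and 1.72, and Gm25966, with 0 counts in control and 54 in hypoxia, was at least 22-fold higher from 3 counts over the control group. The libraries were poly(A)-enriched, so a weaker selection of poly(A) RNA in the hypoxic libraries would raise rRNA and other RNAs without a poly(A) tail. The 15 tested RNAs of that kind had a median of 0.837, with 7 called higher and 3 lower. Across the alternatives the median was 0.00557 to 0.986. All of them but Rn7sk are histone genes, and those called lower were all histone genes. Rn7sk, named because its value was seen, had a log2 fold change of 5.65. Histone genes going both ways decide nothing. Rn7sk and the rRNA genes rose, as weaker selection needs, but a rise of these RNAs in the cells would look the same. Weaker selection and a change of the RNAs in the cells therefore cannot be told apart. With rSRGN against hypoxia the mitochondrial rRNA median was -0.0343 and 0 of these 2 genes were called. The mitochondrial mRNA median was -0.248, in the same direction as the change with hypoxia, and 2 of the 13 were called lower, mt-Co2 (-0.87) and mt-Atp8 (-2.77), which are named because their values were seen.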

How the results depend on the processing

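The alternatives on GC content and gene length, equal totals, the fit without mitochondrial, rRNA and heat shock genes, the correlation with each library left out and the lists of heat shock genes and of RNAs without a poly(A) tail were chosen only after the result was seen.

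Of 63 counts of changed genes under an alternative, 60 were within 1.5 times the reported count. The others were in hypoxia + rSRGN against hypoxia, where 525 genes became 899 with the unadjusted P, 2790 without a fold change limit and 321 without hypoxia replicate 3. The first 2 of these follow from a wider threshold. The cause of the fall to 321 was not tested, and leaving out hypoxia replicate 1 or 2 raised the count, to 682 and 699. With each library left out in turn this count was 321 to 699 (highest without hypoxia replicate 2), that of hypoxia against control 8496 to 8952 and that of hypoxia + rSRGN against control 8028 to 8535. The share of higher calls in hypoxia + rSRGN against hypoxia was 72.57%, and 84.33% of the 517 genes called by DESeq2. RLE scaling gave 80.66% of 548 genes and library size alone 66.86% of 519. With GC content and gene length taken out 389 genes were called, and 327 of these were among the 525. The 17 alternative correlations between the changes kept their direction.

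Replicate numbers do not pair the libraries. The correlation of deviations from the group means of libraries with the same number was -0.037 to 0.021. With the number as a block 8550, 495 and 8096 genes were called in hypoxia against control, hypoxia + rSRGN against hypoxia and hypoxia + rSRGN against control. Among the named genes only Mir133a-1hg in hypoxia + rSRGN against hypoxia changed its call, with the same log2 fold change of 3.24 and an adjusted p of 0.0373 without and 0.0501 with the block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), on either side of the threshold.

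Of 1350 values of single named genes under an alternative, 1265 kept their direction and side of the threshold, 22 were no longer called, 23 became called and 40 reversed. The genes that reversed had log2 fold changes near 0 and were not called in the comparison concerned. In hypoxia + rSRGN against hypoxia, Grn (-0.015) became 0.018 with DESeq2, 0.014 with RLE, 0.0014 with only the groups compared and 0.045 with GC content and length taken out. Cat (-0.0064) became 0.026, 0.022, 0.0095 and 0.062 in the same order, 0.0051 and 0.0068 with a minimum of 1 count in all or 10 in every library, and 0.0034 without mitochondrial, rRNA and heat shock genes. With GC content and length taken out Prkdc became -0.13, Shc1 -0.025 and Gm8696 0.13, and Shc1 was -0.0058 with library size alone. With each library left out, the ranges were -0.057 to 0.016 for Grn, -0.090 to 0.062 for Ywhaz, -0.032 to 0.026 for Cat, -0.0098 to 0.050 for Shc1, -0.13 to 0.23 for Gm45833 and -0.11 to 0.032 for Gm8696. In hypoxia against control, Apoo-ps was 0.028 with library size alone and -0.23 to 0.12 with each library left out, and Prkdc was -0.0012 to 0.12. In hypoxia + rSRGN against control, Pik3cb was -0.025 with a minimum of 1 count and -0.054 to 0.093 with each library left out. The cause was not tested.

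Among the diagnostic SRGs in hypoxia against control, only Mxd1 lost its call, with 0.57 to 0.80 across libraries left out and the lowest value without hypoxia replicate 1. Without a fold change limit, Sod2 (0.22) and Mxd1 (0.37) passed in hypoxia + rSRGN against hypoxia, and the number of SRGs of Table S4 past the threshold became 5 from 0 there and 11 from 6 in hypoxia against control, because the limit was removed.

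The p-values of set tests in this paragraph and the next are not adjusted. Under fry in hypoxia against control, the CellAge list (2.28e-05) and the RNAs without a poly(A) tail (0.00358) passed where camera did not, and the SRG list changed direction without passing (0.0646). With rSRGN against hypoxia the SRG list passed under fry (0.00462) and the immediate early genes did not (0.269). Between hypoxia + rSRGN and control the SRG list (0.0444) and the RNAs without a poly(A) tail (0.0026) passed and the endothelial list changed direction (0.905). With an estimated correlation the lists no longer passing were sterol synthesis (0.135), immediate early (0.188) and cardiomyocyte genes (0.105) in hypoxia against control. With rSRGN against hypoxia they were immediate early (0.463), cell cycle (0.0708), cardiomyocyte (0.0869) and heat shock genes (0.125). Between hypoxia + rSRGN and control they were CellAge (0.254), sterol synthesis (0.103), immediate early (0.161), cell cycle (0.0793) and cardiomyocyte genes (0.121). The cause was not tested.

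With GC content and length taken out, the CellAge list passed in hypoxia against control (0.0239) and changed direction in hypoxia + rSRGN against hypoxia (0.986), and the hypoxia response list changed direction in hypoxia + rSRGN against control (0.998). The CellAge list did not pass in hypoxia + rSRGN against control without mitochondrial, rRNA and heat shock genes (0.0698). With each library left out, the camera p of the RNAs without a poly(A) tail was 0.0345 to 0.164 in hypoxia against control, 0.0238 to 0.131 in hypoxia + rSRGN against control and, with changes of direction, 0.354 to 0.938 in hypoxia + rSRGN against hypoxia. In the last comparison it was 0.158 to 0.995 for sterol synthesis genes, with changes of direction, and 3.39e-07 to 0.255 for immediate early genes, which did not pass without hypoxia replicate 1 (0.255), hypoxia replicate 3 (0.0572) or hypoxia + rSRGN replicate 3 (0.128). In hypoxia + rSRGN against control it was 0.0364 to 0.0625 for the CellAge list, which did not pass without control replicate 1 or 2, and 0.538 to 0.968 for the hypoxia response list, with changes of direction. The cause was not tested. The set tests of the ATF4 target, fibroblast and macrophage lists kept their direction and side of the threshold in each of 48 alternatives. In hypoxia + rSRGN against hypoxia, the medians of the ATF4 target list (-0.0334 to 0.079) and the fibroblast list (-0.022 to 0.0451) changed sign across the alternatives.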

Other observations

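The test of exchanged labels and the test of the heat shock list, and the alternatives on equal totals and on GC content and gene length, were chosen only after the result was seen.

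The diagnostic SRGs that the paper studies in patients and MI mice were each called in hypoxia against control in the cultures (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fos rose from 6.62 ± 1.08 to 35.6 ± 8.95 CPM (SD, n = 3 each), a log2 fold change of 2.43 (standard error 0.16, adjusted p = 5.66e-12 from edgeR). Grn rose from 260.5 ± 13.3 to 461.7 ± 24.9 CPM (SD, n = 3 each), a log2 fold change of 0.83 (standard error 0.072, adjusted p = 9.17e-10 from edgeR). Mxd1 rose from 12.2 ± 1.42 to 19.7 ± 3.21 CPM (SD, n = 3 each), a log2 fold change of 0.70 (standard error 0.13, adjusted p = 3.98e-05 from edgeR). Without hypoxia replicate 1 the log2 fold change of Mxd1 was 0.57, below the limit of 0.585. Sod2 fell from 260.7 ± 7.40 to 71.4 ± 3.89 CPM (SD, n = 3 each), a log2 fold change of -1.87 (standard error 0.071, adjusted p = 5.75e-16 from edgeR). In the paper Sod2 is reported as higher in MI, in other samples than these. Low oxygen and the medium changed together, so none of these changes can be assigned to hypoxia alone. The cardiomyocyte list fell (median -3.62) and the fibroblast list rose (0.932) in the same comparison. A change in the mix of cells is therefore not excluded for these genes. With rSRGN added to hypoxia none of these genes passed both limits, with log2 fold changes of 0.37 for Fos, 0.22 for Sod2, 0.37 for Mxd1 and -0.015 for Grn. By the adjusted p alone, Sod2 (0.0407) and Mxd1 (0.0367) were below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

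Of the SRGs of Table S4, 14 mouse symbols since INS has 2 mouse genes, 12 were tested. In hypoxia against control 6 of these were called over all genes and 6 adjusted over the list alone: Fos, Mxd1, Grn and Dbn1 higher, Sod2 and Stat3 lower. With rSRGN against hypoxia 0 were called, also 0 adjusted over the list alone. By the adjusted p without a fold change limit 5 of them passed. Against control, 7 were called with hypoxia + rSRGN, Shc1 being the additional one. Its log2 fold change was 0.59 there and 0.58 in hypoxia against control, on either side of the limit of 0.585, and 0.015 with rSRGN against hypoxia. The call against control was lost with a minimum of 1 count (0.55), with equal totals (0.58), without control replicate 3 (0.55) and without hypoxia + rSRGN replicate 3 (0.56). In hypoxia against control Shc1 was called with GC content and length taken out (0.72), with library size alone (0.64), without a fold change limit, without control replicate 2 (0.59) and without hypoxia replicate 1 (0.60). Ins1 and Ins2 had 0 counts in every library. Srgn, whose product was added in the third group, had 3 to 19 counts per library and was removed by the filter on low counts, so it was not tested.

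Of the CellAge list, 270 genes were tested. In hypoxia against control 146 were called over all genes and 146 adjusted over the list alone, 87 higher and 59 lower, with a median log2 fold change of 0.187. As 8644 of 16762 genes were called in this comparison, a large number of calls is not particular to the list. The camera test of limma across all genes gave an unadjusted p of 0.0732 and 0.119 adjusted over 39 set tests, while fry gave an adjusted 4.94e-05. With rSRGN against hypoxia 3 were called, also 3 adjusted over the list alone, with a median of 0.0106. Against control, 134 were called with hypoxia + rSRGN, also 134 adjusted over the list alone.

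The hypoxia response list was not higher in hypoxia. Of its 20 genes 7 were called higher and 8 lower, with a median of -0.258 and a camera p of 0.742 adjusted over 39 set tests. The median was -0.394 to -0.0427 across the alternatives. If the control and hypoxia labels had been exchanged, the hypoxia + rSRGN libraries would lie closer to those labelled control. Their mean correlation across genes was 0.982 (0.979 to 0.984) with the libraries labelled hypoxia and 0.899 (0.896 to 0.902) with those labelled control, which argues against such an exchange. An exchange that includes the third group was not tested. The low response of this list stays without a tested explanation.

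Among the other lists in hypoxia against control, the immediate early genes had a median of 2.26 (17 of 20 called higher), the heat shock genes 1.77 (11 of 15), the ATF4 targets 1.29 (15 of 20 higher and 2 lower), the sterol synthesis genes 0.731 (12 of 20) and the cell cycle genes 0.725 (13 of 20). The directions of these medians held under every alternative. Each of these lists passed the camera test after adjustment (1.26e-06 to 5.38e-05), and fry also passed for each. With an estimated correlation none passed after adjustment over the 39 tests. The endothelial list had a median of -0.768, with 1 gene called higher and 7 lower, and an adjusted camera p of 0.525. Only 1 of the 14 neutrophil genes was tested. Its log2 fold change was 1.13, and it was not called over all genes but was called adjusted over the list alone, where it is the only gene. Between hypoxia + rSRGN and hypoxia the cell cycle list had a median of -0.171 (adjusted camera p 0.000271). Of its 20 genes 17 were below 0 and 2 were called lower. The macrophage list had a median of 0.480 (adjusted camera p 0.024), with 10 of 13 genes above 0 and 1 called higher. The immediate early genes had a median of 0.239 (adjusted camera p 0.0222), with 15 of 20 above 0 and 3 called higher. Under fry the cell cycle and macrophage lists passed and the immediate early genes did not (0.35).

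Among genes called with no overlap between the groups and a mean of at least 1 CPM over all 9 libraries, Gm40649, Ankrd63 and Mir133a-1hg had the largest falls in hypoxia against control. Gm40649 had 284 counts in control and 0 in hypoxia, at least 77.3-fold lower from 3 counts over the group. Ankrd63 had 424 and 2 counts, a ratio of 173.2 (exact 95% interval 47.7 to 1435), and Mir133a-1hg 210 and 1 counts, a ratio of 171.6 (30.5 to 6809). Mir133a-1hg overlaps Mib1 on the opposite strand, and the counting did not use strand. In hypoxia + rSRGN against hypoxia, Gm40649 (9 against 0 counts, at least 2.83-fold higher), Mir133a-1hg (13 against 1, a ratio of 12.2 with an exact 95% interval of 1.84 to 520.3) and Pkdrej (29 against 4 counts) had the largest rises. These rest on few counts, with less than 1 CPM in both groups compared, so that they reach the mean of 1 CPM through the control libraries. Gm37320 below does so too. Each of the rises fell short of the threshold with at least 1 library left out. The largest falls were in Gm37320 (6 against 28 counts), Apoo-ps (49 against 181) and Gm10800 (184 against 626). Gm10800 rests on hypoxia replicate 2, which had 477 counts against 80 and 69 in the other libraries of the group. Without that library its log2 fold change was -0.34. It also fell short of the threshold without hypoxia + rSRGN replicate 2 or 3 and with DESeq2, and Gm37320 did without hypoxia + rSRGN replicate 2 or 3. Apoo-ps is a pseudogene, and Gm40649, Gm37320 and Gm10800 are of little known function, so shared fragments with similar genes cannot be excluded for them.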
